# Identification of Stage-Specific Gene Expression Signatures in Response to Retinoic Acid during the Neural Differentiation of Mouse Embryonic Stem Cells

**DOI:** 10.3389/fgene.2012.00141

**Published:** 2012-08-07

**Authors:** Hiromi Akanuma, Xian-Yang Qin, Reiko Nagano, Tin-Tin Win-Shwe, Satoshi Imanishi, Hiroko Zaha, Jun Yoshinaga, Tomokazu Fukuda, Seiichiroh Ohsako, Hideko Sone

**Keywords:** mouse embryonic stem cells, neural differentiation, Bayesian network, retinoic acid, toxicity screening

## Abstract

We have previously established a protocol for the neural differentiation of mouse embryonic stem cells (mESCs) as an efficient tool to evaluate the neurodevelopmental toxicity of environmental chemicals. Here, we described a multivariate bioinformatic approach to identify the stage-specific gene sets associated with neural differentiation of mESCs. We exposed mESCs (B6G-2 cells) to 10^−8^ or 10^−7^ M of retinoic acid (RA) for 4 days during embryoid body formation and then performed morphological analysis on day of differentiation (DoD) 8 and 36, or genomic microarray analysis on DoD 0, 2, 8, and 36. Three gene sets, namely a literature-based gene set (set 1), an analysis-based gene set (set 2) using self-organizing map and principal component analysis, and an enrichment gene set (set 3), were selected by the combined use of knowledge from literatures and gene information selected from the microarray data. A gene network analysis for each gene set was then performed using Bayesian statistics to identify stage-specific gene expression signatures in response to RA during mESC neural differentiation. Our results showed that RA significantly increased the size of neurosphere, neuronal cells, and glial cells on DoD 36. In addition, the gene network analysis showed that glial fibrillary acidic protein, a neural marker, remarkably up-regulates the other genes in gene set 1 and 3, and *Gbx2*, a neural development marker, significantly up-regulates the other genes in gene set 2 on DoD 36 in the presence of RA. These findings suggest that our protocol for identification of developmental stage-specific gene expression and interaction is a useful method for the screening of environmental chemical toxicity during neurodevelopmental periods.

## Introduction

Humans are exposed to environmental chemicals on a daily basis; however, many effects of these chemicals on human health are unclear. Currently, assessment of developmental toxicity on children’s health is a large and rapidly growing research field. Children are not “little adults” and have special vulnerabilities to the toxic effects of environmental chemicals. For example, brain development during embryonic stages is an important period when microstructures are formed and axon guidance and synapse formation are induced by neuronal signaling (Lamoury et al., 2006; Ligon et al., 2006). These processes are regulated by stage-specific gene expression during embryonic development. Therefore, it is necessary to develop a more comprehensive and efficient system to identify the stage-specific gene expression signatures in embryonic development and to evaluate the toxicity of environmental chemicals on neural development.

Toxicity testing using embryonic stem cells (ESCs) has been developed as an efficient approach to assess the effect of environmental chemicals on neurodevelopment (Seiler et al., 2006). We have previously reported a mouse embryonic stem cell (mESC) neural differentiation protocol and showed that it could be used as an efficient tool to evaluate the toxic effects of environmental chemicals on neurodevelopment (Nagano et al., 2012). Furthermore, we have previously developed a method to quantitatively and statistically analyze microarray gene expression data using Bayesian networks with a log-linear functional relationship between genes (Toyoshiba et al., 2004, 2006). We proposed that advanced Bayesian network analysis is a necessary tool to understand the accurate linkage in the possible networks and the mechanism of the action of developmentally neurotoxic compounds.

During mammalian fetal development, the most active form of vitamin A, retinoic acid (RA) can pass through the umbilical cord to the fetus and induce axon formation and neural system development. ESCs express high levels of RA receptor (RAR)α in the undifferentiated stage, while RARβ begins to be expressed after embryoid body (EB) formation (Shiotsugu et al., 2004; Wilson and Maden, 2005; So et al., 2006). A series of RA concentrations were examined to detect neural cell identity during neuronal differentiation from mESC (Okada et al., 2004; Engberg et al., 2010). They reported that the 10^−8^ M of RA would be an optimum dose to induce cerebral and mesencephalic neurons and the 10^−7^ M of RA had capability to induce motor neurons (Kawasaki et al., 2000; Nishimura et al., 2003; Miyazaki et al., 2005).

Therefore, in the present study, we focused on identification of stage-specific gene expressions and analyzed their relationship network during mESC neurodevelopmental period after RA exposure at 10^−8^ and 10^−7^ M, using an advanced Bayesian network analysis.

## Materials and Methods

### Cell culture and differentiation

B6G-2 mESCs (RIKEN Cell Bank, Tsukuba, Ibaraki, Japan) were maintained in Dulbecco’s modified Eagle’s medium (Invitrogen, Carlsbad, CA, USA) supplemented with 15% knockout serum replacement (Invitrogen), 100 μM non-essential amino acids (Invitrogen), 100 μM 2-mercaptoethanol (Invitrogen), and 1000 U/ml leukemia inhibitory factor (LIF; Invitrogen) in gelatinized tissue culture dishes. On the first day of differentiation (DoD 0), cells were transferred in to 24 well plate in media without LIF and allowed to form EBs. The media was changed by every 2 days. RA was added during DoD 2–6 to induce neuronal differentiation. On DoD 8, EBs were transferred to l-ornithine/laminin-coated 24 well plates (BD Bio Coat, BD, Franklin Lakes, NJ, USA) and were cultured with neural medium from DoD 22 to DoD 36 to promote further neural differentiation (Figure 1A).

**Figure 1:**
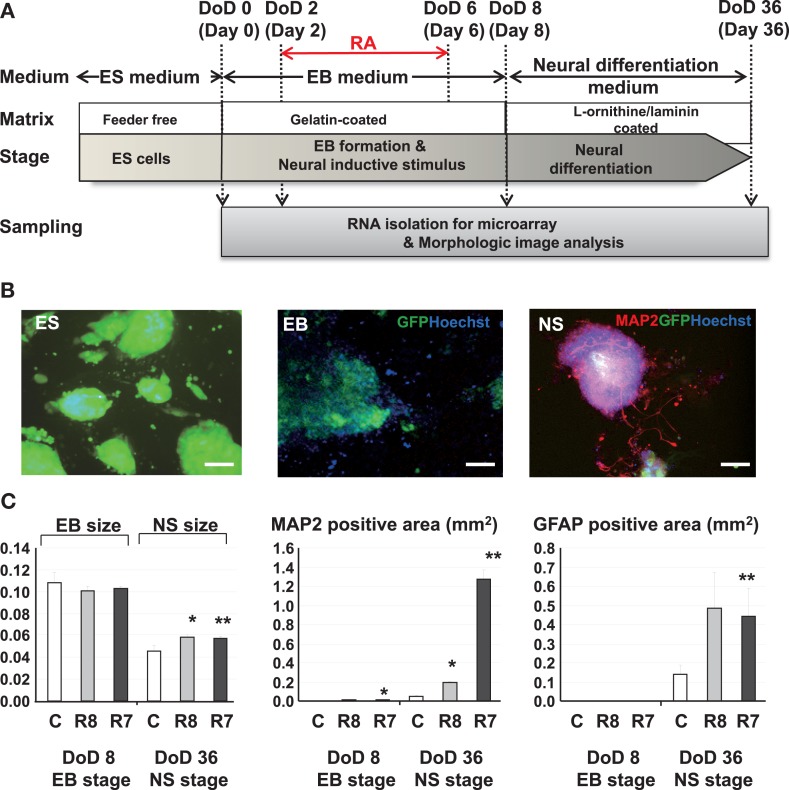
**Experimental protocols and morphological analysis of the effect of RA on the neural differentiation of mESCs**. **(A)** A Schematic diagram of cell cultures and chemical exposures. **(B)** Pictures of mESCs, EBs, and neurospheres (NS) with neurite growth derived from neurosphere in fluorescent fields. Green, blue, and red fluorescent images indicate GFP of cytoskeleton proteins, nuclei stained with Hoechst and neuronal cells and neurites stained with the anti *Map2* antibody. Scale bar is 100 μm. **(C)** Morphological analysis of neuronal cell lineages exposed to RAs. Comparison of the EB areas on DoD 8 and DoD 36 showed that the EB area decreased with neuronal cell development. In RA-treated EBs, the numbers of *Map2*-positive axons and *Gfap*-positive cells were increased compared with the control. Symbols of C, R8, and R7 indicate vehicle control, RA 10^−8^ M, and RA 10^−7^ M.

### Immunocytochemistry and morphological analysis

On DoD 8 and DoD 36, EBs, and their derivatives were fixed with 4% PFA in PBS for 15 min and then performed immunostaining with the conventional methods. Cells were incubated with primary antibodies overnight at 4°C at the following dilutions: anti-microtubule-associated protein 2 (*Map2*) antibody (Sigma-Aldrich, Poole, UK; 1:200) and mouse anti-glial fibrillary acidic protein (*Gfap*) monoclonal antibody (Chemicon International, Temecula, CA, USA; 1:200). Cells were rinsed with PBS and then incubated with Alexa-conjugated secondary antibodies (1:1000, Alexa Fluor 546, Invitrogen). Hoechst 33342 solution (Dojindo Laboratories, Kumamoto, Japan) was used for counter-staining. Immunofluorescence images were acquired with six biological replicates per condition using an IN Cell Analyzer 1000 (GE Healthcare, Buckinghamshire, UK) and analyzed using IN Cell Developer Tool Box 1.7 (GE Healthcare). All morphological analysis experiments were performed in triplicate to test the reproducibility of the results. Statistical analysis was performed using two-tailed Student’s *t*-test. Relationships were considered statistically significant with *p* < 0.05.

### DNA microarray analysis

Total RNA was isolated on DoD 0, 2, 8, and 36 with six biological replicates. And then, single mixed RNA sample per condition was applied to Illumina MouseWG-6v1.0 expression BeadChips covering 46,643 transcripts including 26,766 annotated coding transcripts 2, according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). The arrays were scanned in accordance with the manufacturer’s directions. Raw expression values of each gene were normalized with median centered by GeneSpring GX10.02 software (Agilent Technologies, Palo Alto, CA, USA). 

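The authors' deposited values, 9 arrays with 1 per condition, are log2 signals from which 1 constant per array and 1 baseline per probe had been taken. The values move in whole steps of 0.1 signal units above a floor of 5.0, and from these steps the signal of each probe on each array was recovered. The level stayed approximate for 2.45% of the probes, which were bright, and differences between arrays do not depend on it. A probe was counted as detected at a signal of at least 29.1. This is the median over arrays of the 0.99 quantile of background probes, which lay at the floor on at least 6 of the other 8 arrays. On single arrays this quantile was 56.0 for R8 and 77.6 for R7 on DoD 36 and 24.7 to 32.2 for the others. Dim signals with RA on DoD 36 are therefore treated as less certain. Whether the higher quantile reflects noise was not tested, because genes expressed on only a few arrays also count among these background probes. The 0.95 quantile was 18.1 for R8 and 18.3 for R7 on DoD 36 and 12.1 to 13.9 for the others. Between 20737 probes (DoD 36 C) and 23008 probes (DoD 36 R7) were detected per array. The signal of each array was scaled to its median over the 16146 probes detected on all 9 arrays, and this median ranged from 426.1 to 602.0, or 14.6 to 20.7 times the detection level.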

Normalized data were deposited in the National Center for Biotechnology Information Gene Expression Omnibus^1^ (accession no. GSE37602).

### Selection of gene sets

To capture gene expression signatures of stage-specific changes during neural differentiation of mESCs, we performed three approaches to determine gene sets for Bayesian network analysis. Marker genes, which are commonly used to analyze pluripotency and development of neural cells, were selected as the literature-based gene set (set 1) by review of the published literature. The analysis-based gene set (set 2) was selected by the combined use of the knowledge-based database and the following classification methods. Candidate genes involved in axon guidance maps, the nerve growth factor (NGF) pathway, and RA signaling were preliminarily selected from the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database^2^ and then genes with specific expression patterns were identified using SOM and PCA. Finally, the enrichment gene set (set 3) was selected by clustering expression values of candidate genes contained in the Neurogenesis and Neural Stem Cell PCR Array (SABiosciences, Valencia, CA, USA) using SOM and PCA. SOM and PCA were performed using GeneSpring GX10.02 software (Agilent Technology). Briefly, SOM clustering was done by conditions in which similarity measure: euclidean, maximum number of iterations: 50, numbers of grid rows and columns were 2 × 4. Then each eight clusters of SOM were analyzed by PCA with four components of eigenvalues (component 1 was more than 40% and component 2 was 10%). To develop set 2 and 3, we collected genes with maximum and minimum values in the PCA component 1 from each SOM cluster.

### Gene interaction network analysis

We used a modified gene interaction network (GIN) based on our previous studies (Yamanaka et al., 2004; Toyoshiba et al., 2006; Nagano et al., 2012). The GIN was quantified to calculate the posterior probability distribution for the strength of the linkages based on gene expression and chemical exposure dose datasets. Briefly, a GIN consists of a collection of P nodes, denoted *G*_1_, *G*_2_, …, *G*_P_, with observed values *n*_1_, *n*_2_, … *n*_p_. β*ij* (*i*, *j* = 1, 2, …, P) are parameters in the log-linear function form describing the linkage from node *i* to node *j*. Mathematically, this is written as

$$E[\log(G_{j})]=\sum_{i=1,\neq j}^{P}I_{ij}{\text{β}}_{ij}\log(n_{i})$$

where *E*[log(*G_j_*)] represents the expectation for the natural logarithm of *G_j_*, and *I_ij_*(*i, j* = 1, 2, …, P) is an indicator function that equals 1 if node *G_i_* has a link to node *G_j_*, otherwise it equals 0. If a node has a regulatory effect on node *G_i_*, then that node is referred to as a “Parent of node *G_i_*,” and we refer to it as belonging to the set Pa (*G_i_*). The prior distribution for *I_ij_* was assumed to be a Bernoulli distribution with success probability *p_ij_* when *Iij* = 1. In the uninformative case, *p_ij_* could be set to 0.5 and if there is some expectation that *I_ij_* is not equal to zero, the prior probability could be set higher. The posterior distributions for the linkages were derived using Gibbs sampling. The network was used to evaluate the ability of the algorithm to have a higher posterior probability (*p*-value). Transition matrices were generated at *p* > 0.5.

## Results

### Effects of RA on neural differentiation

Exposure to RA at different concentrations during EB formation induced neuronal and glial cell lineages from mESCs (Figure 1A). Morphological analysis with immunofluorescent staining showed that RA significantly increased the size of neurosphere, neuronal cells, and glial cells at DoD 36 (Figures 1B,C).

### Gene set selection for gene network analysis

To investigate transcriptomic changes as a result of neuronal differentiations and influences of RAs, a cDNA microarray was used to compare expression levels with and without the RA treatments in EB formations and neurosphere developments by hierarchical clustering methods (Figure 2A). 

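Expression was measured on Illumina MouseWG-6 BeadChips, bead arrays with 46643 probes, and the deposited values cover 9 arrays with 1 array per condition. They are undifferentiated mESCs on DoD 0, embryoid bodies (EBs) on DoD 2, EBs on DoD 8 after vehicle (C), 1 nM RA (R9), 10 nM RA (R8) or 100 nM RA (R7), and neurospheres on DoD 36 after C, R8 or R7. The R9 array is known from its sample label alone and is not among the 8 arrays that the paper reports. RA or vehicle was present from DoD 2 to DoD 6. The sample labels and the paper's supplementary tables call the last stage day 29, where the paper's text has DoD 36, which is used here. The paper states that RNA of 6 biological replicates was mixed into a single sample per condition. No difference between conditions therefore has a replicate check, and no p-value is given.
Differences between arrays are given as the log2 of 1 scaled signal over the other. Where a probe was detected on only 1 of the arrays compared, the difference is a bound and is written as at least that size, and where it was detected on neither, no difference is given. The C and R9 arrays of DoD 8 served as the yardstick of error. The robust SD of their log2 difference over probes was 0.495 at signals of 30.4 to 53.0 and 0.15 above 3928.4, and it includes any effect of 1 nM RA. Gene lists were fixed before the data were examined. The median log2 difference of a list is given with its percentile among 10000 random lists of the same size matched on signal, which describes these arrays only.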

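The neurospheres of DoD 36 stood apart from the earlier stages. Of 29255 probes detected on at least 1 of the paper's 8 arrays, 17176 differed at least 2-fold from DoD 0 on at least 1 of the other 7 arrays. EBs of DoD 2 had 1476 probes at least 2-fold higher and 1279 at least 2-fold lower than mESCs. For the C arrays of DoD 8 and DoD 36, these numbers were 2248 higher and 2227 lower, and 4988 higher and 5420 lower.
*Lhx1* and *Gsc*, transcription factors of the gastrula organizer, were higher on DoD 2 than on DoD 0, with log2 differences of 5.60 and 4.27. The mesoderm list had a median of 0.54 (percentile 99.9 of the random lists) with 6 of 14 measured genes at least 2-fold higher, the cardiac and smooth muscle list had 1.10 (percentile 100.0) and the endoderm list had 0.18 (percentile 89.0), or -0.17 in the deposited values. From DoD 2 to the C array of DoD 8, the epiblast list had a median of -1.11 (percentile 0.0), with *Fgf5*, a growth factor of the early epiblast, at -5.01. The mesoderm list had -0.62 (percentile 0.1) over that step, with *Lhx1* at -6.16 or below. The neuron list had -0.83 (percentile 0.0). The epithelium list had 1.09 (percentile 100.0), with *Krt7*, a keratin of simple epithelia, at 2.41. Under other settings the mesoderm median on DoD 2 ranged from 0.28 (percentile 97.5, at a detection signal of 50) to 1.15 (mean of each gene's probes), that from DoD 2 to DoD 8 ranged from -0.42 to -1.06 between the same 2 settings, and the cardiac and smooth muscle median reached 1.72 (at a detection signal of 100).
Against C of the same day, R8 had 738 probes higher and 951 lower on DoD 8, and R7 had 1154 higher and 1215 lower. On DoD 36, R8 had 2895 higher and 1957 lower, and R7 had 2896 higher and 2832 lower. Between R7 and R8, 919 probes were higher and 849 lower on DoD 8, and 1767 were higher and 2183 lower on DoD 36. Of the probes past 2-fold with both doses, 322 were higher and 440 lower on DoD 8, and 1563 were higher and 949 lower on DoD 36. Both doses were compared with the same C array of each day, whose error enters both differences. These overlaps are therefore not evidence that the doses agree. With RA on DoD 36, which side of C held more probes turned with the scaling of the arrays.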

From 22,188 transcripts presented from eight microarrays, 1,157 transcripts with expression differences greater than 2.0-fold in at least 1 microarray were selected for further analysis. 

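With RA, genes of several lineages differed from vehicle on DoD 8. *Hox* genes of paralog groups 1 to 5, which pattern the hindbrain and the body axis, had a median log2 difference of 0.55 with R8 (percentile 99.6) and 2.92 with R7 (percentile 100.0), where 7 of 11 measured genes were at least 2-fold higher and none was lower. *Hoxa5* was 2.49 and 4.53 above C, and *Hoxb5* was at least 4.45 and at least 6.19 above C. The R9 array of the yardstick pair had a median of 0.95 for groups 1 to 5 (percentile 100.0) against the same C array. This lies above the R8 median, so the R8 value is not set apart from the difference of the yardstick pair. Paralog groups 6 to 13 had medians of 0.49 with R8 (percentile 99.6) and 1.03 with R7 (percentile 100.0). *Hoxc8* was at 5.28 with R7, and the mean of its probes gave 2.51. For groups 1 to 5, the R7 median was 2.23 to 2.29 under the other scalings and 1.63 to 2.91 under the other detection levels, where the R8 median was 0.92 to 1.71. For groups 6 to 13, the medians were 1.12 with R8 and 1.69 with R7 at a detection signal of 50.
Endoderm genes had medians of 1.18 with R8 and 1.43 with R7 (both percentile 100.0), and 10 of 18 and 10 of 17 measured genes were at least 2-fold higher. *Foxa2*, a transcription factor of endoderm and floor plate, was at least 2.52 and at least 2.71 above C, and *Sox17*, an endoderm regulator, was 2.38 and 2.42 above C. The endoderm median with R9 was 0.92 (percentile 100.0) against the same C array. Mesenchyme and matrix genes had medians of 0.34 (percentile 99.2) and 1.61 (percentile 100.0). The R8 value is near the 0.30 of the widely expressed controls with R8 on DoD 8 (percentile 99.6). With R7, the collagen gene *Col3a1* was 2.55 above C and *Dcn*, which encodes the matrix proteoglycan decorin, 4.50. At a detection signal of 100, *Foxa2* was at least 0.73 and at least 0.94 above C. With the mean of each gene's probes, the R8 median of mesenchyme and matrix genes was 0.65.

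**Figure D1:**
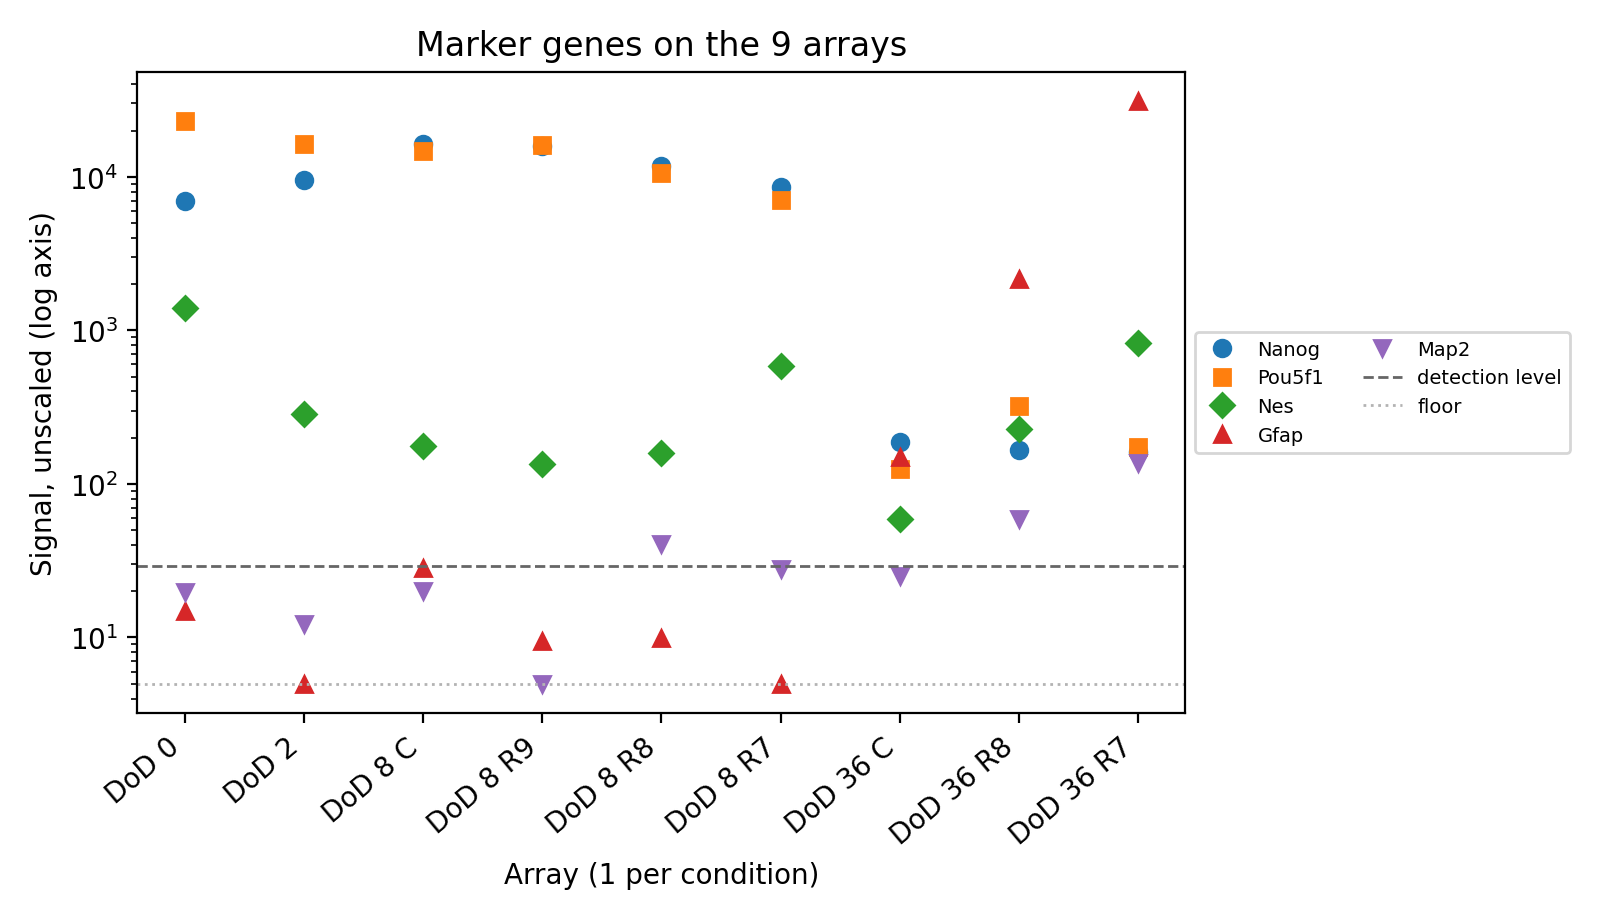
Unscaled signal on a log axis of *Nanog*, *Pou5f1*, *Nes*, *Map2* and *Gfap* on each of the 9 arrays, with the detection level of 29.1 and the floor of 5.0 as lines; each point is 1 array. *Nanog* lies between 6932.3 and 16307.2 up to DoD 8 and between 160.8 and 186.8 on DoD 36.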

From the microarray analysis, *Nanog* as a marker of undifferentiated ESCs and, *Nestin*, *Map2*, and *Gfap* as markers of neural cells were differentially expressed by RA treatments at differential doses during the neural differentiation of mESCs, suggesting that our protocol could detect the effects of RA on neuronal differentiation (Figure 2B). 

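*Nanog* (probe 3140114) encodes a transcription factor that keeps mESCs undifferentiated. On DoD 8 its signal was 11800.8 with R8 and 8584.3 with R7. The log2 differences from C were -0.42 and -1.02, against a yardstick SD of 0.15 at this signal, and the difference of R9 from C was 0.04. Over the 3 *Nanog* probes, the difference of R9 from C ranged from 0.04 to 0.53 and that of R8 from -0.42 to 0.2. The R8 difference is therefore not set apart from that of the yardstick pair. With R7 the 3 probes ranged from -1.19 to -1.02. Without scaling, the R7 difference was -0.93. With quantile normalization the R8 difference was -0.77, and with the mean of the *Nanog* probes it was -0.04.
Other pluripotency genes were lower with R7 on DoD 8 as well. The list had a median of -0.85 (percentile 0.0), with 9 of 27 measured genes at least 2-fold lower and none higher. *Fgf4*, a growth factor of mESCs, was at -2.53, *Nodal*, a signal of the early embryo, at -1.28 and the transcription factor *Klf4* at -1.25. With R8 the median was -0.08 (percentile 5.7), and none of 28 genes passed 2-fold. The median of R7 against R8 was -0.64 (percentile 0.0). With R7 on DoD 8, the stress and RNA quality list had a median of -0.34 (percentile 0.3) and the proliferation list -0.32 (percentile 0.1, or 12.9 in the deposited values as they stand).
On DoD 36 the log2 differences of *Nanog* from C were -0.48 with R8 and -0.68 with R7, less than 1.96 times the yardstick SD of 0.331 and 0.393. Without scaling they were -0.17 and -0.22. The pluripotency list had medians of 0.00 with R8 (percentile 97.4) and -0.53 with R7 (percentile 28.0, or 0.0 with quantile normalization). The R8 median ranged from -0.27 to 0.31 under the other scalings and was -0.52 (percentile 6.3) in the deposited values as they stand, and the R7 median was 0.00 without scaling.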

A high level of *Nanog* expression on DoD 8 was decreased in a dose-dependent fashion following RA treatments, but not on DoD 36. 

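*Nes* (probe 1190672) encodes Nestin, an intermediate filament protein of neural stem cells. On DoD 8 its signal was 176.9 with C, 159.5 with R8 and 584.1 with R7, which gave log2 differences from C of -0.11 and 1.63 against a yardstick SD of 0.331 and 0.299. On DoD 36 it was 58.7, 226.3 and 828.6, with differences of 1.64 (SD 0.393) and 3.36 (SD 0.331). mESCs of DoD 0 had 1401.0.
Neural progenitor genes as a list had medians of 0.27 with R8 (percentile 97.2) and 0.89 with R7 (percentile 100.0) on DoD 8, where 7 of 14 measured genes were at least 2-fold higher with R7 and 1 was lower. *Zic1*, a zinc finger gene of the dorsal neural tube, was 2.04 and 3.21 above C, and *Sox9*, a transcription factor of neural stem cells and glia, was 0.78 and 1.61 above C. The Notch ligand gene *Dll1* was 0.96 and 1.47 above C. With R8 on DoD 8 the widely expressed controls had a median of 0.30 (percentile 99.6), so the 0.27 is not set apart from them. Its percentile was 64.3 at a detection signal of 100. On DoD 36 the neural progenitor list had medians of 1.08 and 1.26 (both percentile 100.0), with the stem cell gene *Prom1* at 3.73 and 3.78 and *Sox9* at 3.02 and 3.83. With R7 the stress and RNA quality list had medians of -0.34 on DoD 8 (percentile 0.3) and -0.99 on DoD 36 (percentile 0.1). The *Nes* differences rest on 1 probe, since the other was not detected with C, R8 or R7 on either day. The mean of the *Prom1* probes detected on at least 1 of the arrays was at least 2.06 with R8, with 1 probe at -0.52. With R7 it was 2.2 and holds bounds of both directions, with that probe at -0.87 or below. The medians of the neural progenitor list on DoD 36 were 0.72 with R8 in the deposited values without a detection limit and 2.80 with R7 at a detection signal of 100.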

*Nestin* expression was increased by the 10^−7^ M RA treatment on DoD 8 and DoD 36. *Map2* and *Gfap* expressions were also increased by RA treatments on DoD 8 and DoD 36 (Figure 2B).

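*Gfap* (probe 104560398), which encodes the intermediate filament protein of astrocytes, had a signal of 150.0 with C, 2146.9 with R8 and 31221.0 with R7 on DoD 36. The log2 differences from C were 3.53 and 7.24, against a yardstick SD of 0.245 and 0.18. On DoD 8 it was not detected on any array, at 28.5 with C, 9.9 with R8 and 5.0 with R7. Astrocyte genes as a list had medians of 1.93 and 3.49 on DoD 36 (both percentile 100.0), with 8 and 9 of 12 measured genes at least 2-fold higher and none lower. *Slc1a3*, an astrocyte glutamate transporter, was at 3.28 and 3.63 and *Aldoc*, a glycolytic enzyme of astrocytes, at 2.53 and 3.98, while *Glul*, glutamine synthetase, was at -0.28 and -0.96. On DoD 8 the list had medians of 0.10 (percentile 74.7) and -0.01 (percentile 63.3), and the latter was 0.02 to 0.08 under the other scalings.
*Map2* (probe 103830193), which encodes a microtubule protein of neurons, was dim. On DoD 8 its signal was 20.1 with C, 40.7 with R8 and 28.1 with R7, so that R8 was at least 0.53 above C and R7 was not detected. On DoD 36 it was 25.2, 59.2 and 136.7, at least 0.72 and at least 1.77 above C. Neuron genes as a list had medians of 0.53 with R8 and 1.35 with R7 on DoD 8 (both percentile 100.0), and 7 of 23 and 14 of 24 measured genes were at least 2-fold higher. *Dcx*, a microtubule protein of young neurons, was 1.93 and 4.24 above C, and *Snap25*, a protein of synaptic vesicle release, 1.26 and 2.88. With R9 the neuron median on DoD 8 was 0.36 (percentile 100.0, or 95.7 at a detection signal of 100). On DoD 36 the neuron list had a median of 0.78 with R8 (percentile 100.0, 8 of 25 genes higher) and -1.11 with R7 (percentile 0.0, 13 of 25 genes lower and 2 higher). *Gad1*, an enzyme of GABA synthesis, was at 1.76 with R8 and -2.18 with R7, and *Elavl2*, a neuronal RNA-binding protein, at -2.60 with R7. With R7 relative to C on DoD 36, the stress and RNA quality list had a median of -0.99 (percentile 0.1), with 6 of 12 measured genes at least 2-fold lower and none higher. Its percentile was 15.7 with the 0.95 quantile of background as the detection level. On the same C array this list lay high against C on DoD 8 (percentile 99.2), so the -0.99 cannot be assigned to the R7 array.
The *Map2* signal with R8 on DoD 36 lies near the 0.99 quantile of background of that array. Another *Map2* probe, chosen after its values were seen, was at least 0.65 above C with R7. The R7 neuron median on DoD 36 was -0.65 without scaling, and at a detection signal of 100 the R8 neuron median on DoD 8 had percentile 90.5, the R7 neuron median on DoD 8 was 0.76, the R8 astrocyte median was 1.25, *Dcx* was 0.53 or more and *Snap25* 0.04 or more above C with R8, while the mean of the detected *Gad1* probes gave 0.89 for R8 on DoD 36 and the mean of the *Snap25* probes gave 0.71 and 1.74 on DoD 8.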

**Figure 2:**
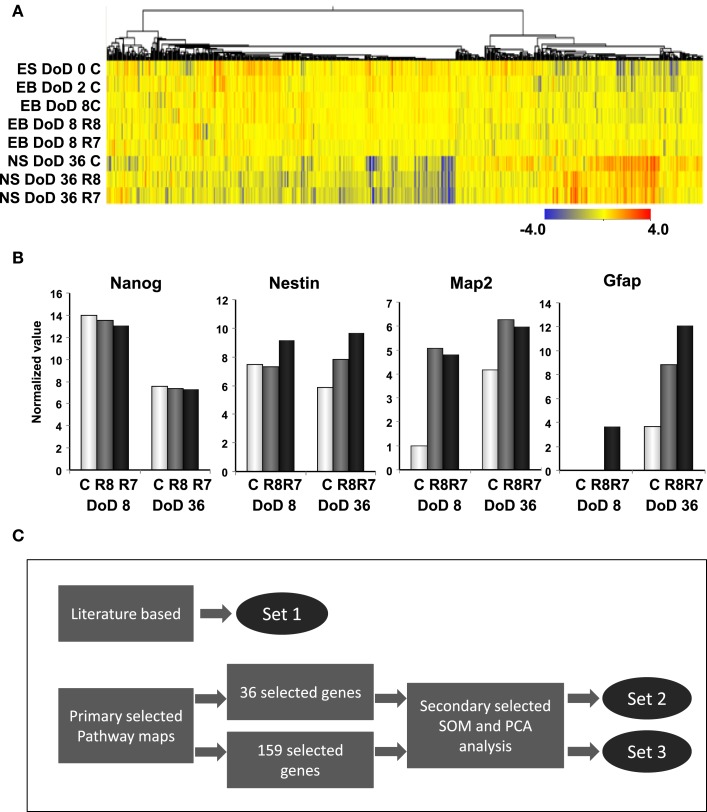
**Gene expression analysis by DNA microarray and gene selection strategies for the Bayesian network analysis of differentiation of neuronal cells derived from mESCs**. **(A)** Heat map of hierarchical clustering generated from DNA microarray data. Color-coding in the heat map is that blue from red indicates – 4.0 from 4.0 log2 normalized intensity value by ES values, indicating that red is for up regulation and blue is for down regulation. **(B)** Gene expression of pluripotency and differentiation markers in mESCs, EB, and NS measured in DNA microarray. Symbols of C, R8, and R7 indicate vehicle control, RA 10^−8^ M, and RA 10^−7^ M. **(C)** Stage-specific gene expression signatures in response to RA during the neural differentiation of mESCs were identified as follows: set 1 was a set of genes selected from the literature; set 2 was selected by SOM and PCA after selecting 36 genes from pathway maps; set 3 was selected by SOM and PCA after selecting 159 genes from pathway maps. Expression values of microarray data corresponding to genes in these three sets were used for the Bayesian network analysis.

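The correlation of log2 values across probes was 0.949 between C and R8 and 0.941 between C and R7 on DoD 8, and 0.921 and 0.907 on DoD 36. It was lowest, at 0.775, between DoD 0 and R7 on DoD 36. Probes are not independent replicates.
The balance of higher and lower probes on DoD 36 depended on the scaling of the arrays. The median log2 difference of the probes detected on both arrays was -0.18 for R8 and -0.31 for R7 relative to C, and it was -0.43 and -0.53 with the 0.75 quantile of all probes as the scale and 0.13 and 0.15 without scaling. The share of higher probes was 59.7% for R8 and 50.6% for R7. With the 0.75 quantile it was 37.8% (2156 higher, 3545 lower) and 33.0% (2357 higher, 4791 lower), and without scaling 82.7% (4144 higher, 868 lower) and 85.1% (4727 higher, 830 lower). With the median of all probes it was 41.3% for R8 (2276 higher, 3237 lower). For R7 against R8 on DoD 36 the share was 44.7%, and it was 59.0% (2375 higher, 1651 lower) both with the median of all probes and without scaling. Without scaling, the share also moved from 52.0% to 70.7% (1267 higher, 524 lower) for R7 against R8 on DoD 8, from 48.7% to 58.9% (1365 higher, 952 lower) for R7 against C on DoD 8, and from 53.6% to 71.1% (2040 higher, 828 lower) for DoD 2 against DoD 0. The number that differed from DoD 0 was 10318 at 3-fold and 31139 in the deposited values without a detection limit, and 9920 probes differed 2-fold from the vehicle array of their own day.

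**Figure D2:**
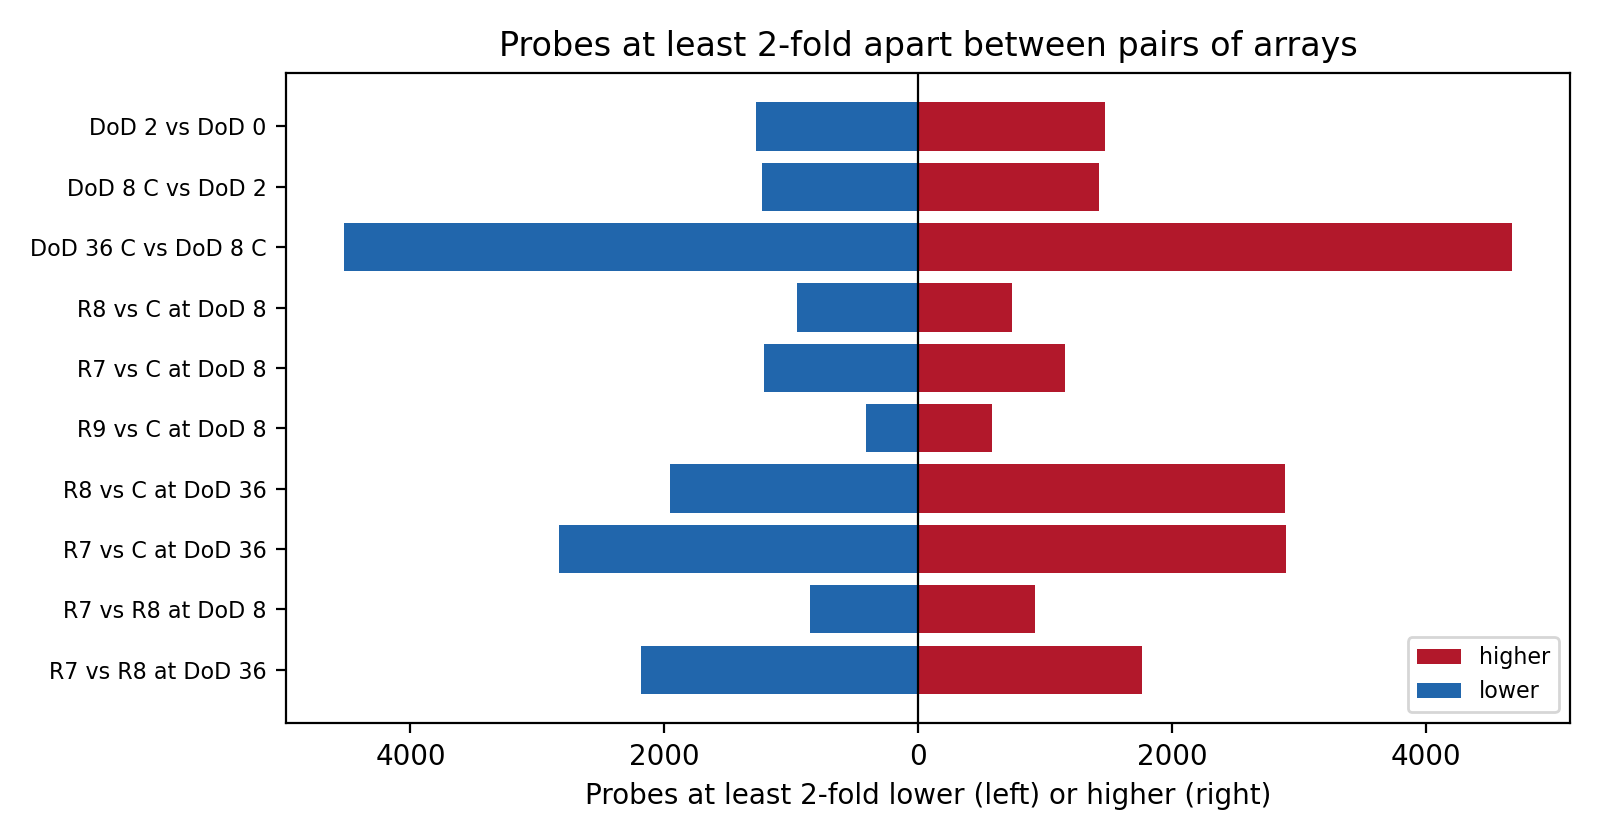
Number of probes at least 2-fold lower (bars to the left) or at least 2-fold higher (bars to the right) on the first array than on the second, for 10 pairs of arrays. The bars of C on DoD 36 against C on DoD 8 are the longest, with 4677 probes higher and 4520 lower (5920 and 3627 with the median of all probes as the scale, 3946 and 5287 without scaling), and those of R9 against C on DoD 8 the shortest, with 582 higher and 411 lower (428 and 591 with that scale, 455 and 544 without scaling).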

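On DoD 36, mesenchyme and matrix genes had median log2 differences from C of 1.16 with R8 and 2.59 with R7 (both percentile 100.0), and 14 of 14 measured genes were at least 2-fold higher with R7. *Hox* paralog groups 1 to 5 had medians of 0.63 (percentile 95.9) and 2.58 (percentile 100.0), and groups 6 to 13 had -0.87 with R8 (percentile 0.1, 5 of 10 measured genes at least 2-fold lower and none higher) and -0.06 with R7 (percentile 54.6). Endoderm genes had medians of -0.18 (percentile 35.7, or 0.13 without scaling) and -1.03 (percentile 0.0). Cardiac and smooth muscle genes had a median of 1.08 with R8 (percentile 100.0), with the ventricular myosin light chain gene *Myl2* at least 7.22 above C, and -0.92 with R7 (percentile 0.1), with the atrial *Myl7* at -2.63. The stress and RNA quality list had -0.99 with R7 relative to C (percentile 0.1), which cannot be assigned to the R7 array. Without scaling, the R7 medians were -0.57 for endoderm, -0.30 for cardiac and smooth muscle and 0.40 for *Hox* groups 6 to 13. The R8 median of *Hox* groups 6 to 13 was -0.33 without scaling and had percentile 7.5 at a detection signal of 100. In the deposited values without a detection limit, the medians of *Hox* groups 1 to 5 were -0.42 with R8 and 1.68 with R7, and the percentile of the cardiac and smooth muscle median with R7 was 34.3.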

Three gene sets were selected for the Bayesian network analysis by our strategies as shown in Figure 2C. Selected gene sets are listed in Table 1. Concretely, set 1 was selected by the review of published articles and included *Nanog* (Mitsui et al., 2003; Loh et al., 2006), *Pou5f1* (Okazawa et al., 1991; Catena et al., 2004; Akamatsu et al., 2009), *Zfl42* (Shi et al., 2006; Scotland et al., 2009), *Fgfr1* (Jukkola et al., 2006; Yang et al., 2008; Lee et al., 2009), *Sox2* (Tomioka et al., 2002; Graham et al., 2003; Tanaka et al., 2004; Jin et al., 2009), and *Oligo2* (Ahn et al., 2008). *RARs* were also added to set 1 to assess the effects of RA. Set 2 was selected by the combined use of the KEGG database and SOM and PCA classification methods. Firstly, a list of 36 candidate genes was compiled according to axon guidance, NGF pathway, and RA signaling of KEGG database. It is known that NGF can induce neuronal differentiation of mESCs (Schuldiner et al., 2001) while RA can induce the expression of the NGF receptor (p75) during the neuronal differentiation of PC12 cells (Cosgaya et al., 1996). Therefore, genes in the NGF pathway were selected as indicators to assess the effects of RA on the neural differentiation of mESCs. The 36 candidate genes were then classified in to 17 classes by SOM, and representative genes were selected from each class by PCA. Finally, 16 genes were selected for set 3 by SOM and PCA clustering from 159 candidate genes contained in the Neurogenesis and Neural Stem Cell PCR Array (SABiosciences). Furthermore, specific markers for astrocytes (*Gfap*), mature neurons (*Map2*), neuronal stem cells (*Nestin*), and young neurons (*Tuj1*) were added to sets 2 and 3 to assess the stage of neuronal differentiation.

**Table 1:** **Lists of gene sets for identifying gene networks**.

Category	Set1	Set2	Set3
Pathway signaling		Map2k1	Adora2a
		Mapk1	Drd5
		Mapk3	Fgf13
		Pla2g6	Gnao1
		Rps6ka1	Notch2
		Shc1	Tnr
Transcription/chromatin regulation	RARa	Atbf1	Ascl1
	RARb	Cdyl	Gusb
	RARg	Rhog	Mef2c
	Nanog	Rif1	Pax5
	Pou5f1	Sall1	Pou3f3
	Zfp42	Smarcad1	
Neural development	Fgfr1	Fos	Bdnf
	Olig2	Gbx2	Gdnf
	Sox2	Hras1	Nrp2
		Raf1	Slit2
		Sox2	Ywhah
Neural marker	Gfap	Gfap	Gfap
	Map2	Map2	Map2
	Nestin	Nestin	Nestin
	Tuj1	Tuji1	Tuji1

### Gene interaction analysis

Matrices transferred from gene interaction analysis for set 1, set 2, and set 3 are shown in Figures 3–5, respectively (see Figures A1–A3 in Appendix as references and Tables S1–S6 in Supplementary Material for input data and output raw-results). In the control group of set 1, *Nanog*, and Sox2 (Figure 3) which control ESC pluripotency, regulate many other genes on DoD 0, 2, and 8. 

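In the untreated and C arrays, *Nanog* expression was 0.31 higher on DoD 2 than on DoD 0 and 0.73 higher on DoD 8 than on DoD 2 on the log2 scale. The mean of the 3 *Nanog* probes gave 1.31 for the first of these steps. *Nanog* was lower on DoD 36 than on DoD 8, with a log2 difference of -6.29. Over that last step the pluripotency list had a median of -3.49 (percentile 0.0), with 23 of 27 measured genes at least 2-fold lower and 1 higher. *Gdf3*, a TGF-beta family gene of mESCs, was at -5.91 and *Dppa4*, a chromatin factor of pluripotent cells, at -5.50. The stress and RNA quality list had 1.01 (percentile 99.2) over that step. In the paper's supplementary table of posterior probabilities, *Nanog* had 4 upward linkages past 0.5 on DoD 0, 6 on DoD 2 and 2 on DoD 8 with C, and *Sox2* had 5, 4 with 1 downward, and 5.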

On DoD 36, Sox2 does not regulate any gene. 

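*Sox2* (probe 2230491) encodes a transcription factor of both pluripotent and neural stem cells. Its signal with C was 1334.6 on DoD 8 and 35.7 on DoD 36, close to the detection level, a log2 difference of -5.07. On DoD 36 it was 280.0 with R8 and 230.3 with R7, which is 2.66 and 2.23 above C against a yardstick SD of 0.456. On DoD 8 the differences from C were -0.04 with R8 and -1.0 with R7. *Sox2* had no linkage past 0.5 on DoD 36 with C in the paper's supplementary table, 2 with R8 and 4 with R7. At a detection signal of 100, the R7 difference on DoD 36 was 0.95 or more, and the mean of the *Sox2* probes gave -0.67 for R7 on DoD 8.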

In RA-treated groups of set 1, linkages of RARs in the matrix indicated that these genes might play principal roles in the regulation of expression of other genes. 

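Of the genes that encode RA receptors, *Rarb* was higher and *Rarg* lower with R7 than with C on DoD 8. *Rarb* had signals of 337.0 with C, 231.0 with R8 and 606.8 with R7, which gave log2 differences of -0.50 and 0.76, and *Rarg* had 564.0, 403.2 and 294.9, with differences of -0.44 and -1.03, all against a yardstick SD of 0.299. On this *Rarb* probe the yardstick pair itself differed more, with R9 at a signal of 101.5 and a difference from C of -1.66. The *Rarb* differences with R8 and R7 are therefore not set apart from error. *Rara* was not detected with C, R8 or R7 on DoD 8. On DoD 36 *Rara* had a signal of 76.0 with C and was not detected with R8 or R7, a difference of -1.69 or below and -1.85 or below. *Rarb* was at -0.49 and -0.91, and *Rarg* was at -1.15 or below with R8 and at 0.94 with R7.
Known RA target genes had a median of 0.17 with R8 (percentile 83.1) and 0.76 with R7 (percentile 100.0) on DoD 8, where 6 of 13 measured genes were at least 2-fold higher with R7 and none was lower. *Cyp26a1*, which encodes an enzyme that breaks RA down, was 2.39 and 2.33 above C. *Stra6*, a retinol transporter, was at least 2.26 and at least 3.82 above C, and *Crabp2*, an RA-binding protein, 0.80 and 1.83. Linkages past 0.5 on DoD 8 in the paper's supplementary table were 2 from *RARa*, 1 upward and 1 downward from *RARb* and 1 from *RARg* with R8, and 1 from *RARa* with R7. With C on DoD 8 there was 1 from *RARa* and none from *RARb* or *RARg*. On DoD 36, *RARb* had 3 with C, 1 with R8 and none with R7, and *RARg* had 1 with R7 only. Such linkages were thus also present without RA. The *Rara* differences on DoD 36 were -0.83 and -0.98, or below, at a detection signal of 50, and *Rarg* with R7 on DoD 8 was at -0.94 without scaling. The R7 median of RA targets was 0.47 (percentile 98.5) with the mean of each gene's probes and 1.38 in the deposited values as they stand.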

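*Pou5f1* (probe 450739), which encodes the pluripotency factor Oct4, had signals of 14794.4 with C, 10607.0 with R8 and 7008.5 with R7 on DoD 8. The log2 differences from C were -0.44 and -1.17, against a yardstick SD of 0.15. *Zfp42*, another gene of undifferentiated mESCs, was at 0.38 with R8 and at -1.12 or below with R7. Its probe was dim, with signals of 59.6 with C, 75.1 with R8 and 16.8 with R7. It did not follow the undifferentiated state on these arrays, at 51.6 on DoD 0 and 97.6 with C on DoD 36. The genes of set 1, which the authors took from the literature, had a median of -1.01 with R7 (percentile 0.0), with 6 of 10 measured genes at least 2-fold lower and 1 higher, and the stress and RNA quality list had -0.34 (percentile 0.3). On DoD 36 *Pou5f1* was 1.06 above C with R8 and 0.02 with R7, and the R8 difference was 0.78 with quantile normalization. For DoD 8, the paper's supplementary table gives *Nanog* 4 upward linkages past 0.5 with R8 and 5 with R7, and *Pou5f1* 2 with C and 3 with each dose of RA.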

Briefly, the effect of RA was observed on DoD 8, in which RA 10^−8^ or 10^−7^ M aggravated *Nanog* and *Pou5f1*. On DoD 36, the matrix was more strongly influenced by RA, in which the neural marker genes such as *Gfap* and *Map2* up-regulated the other genes, indicating that RA enhances neural differentiation (Figure 3).

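*Gfap*, the astrocyte gene of set 1, had 8 upward and 1 downward linkages past 0.5 with R8 and 9 upward with R7 on DoD 36 in the paper's supplementary table, and none with C, while *Map2* had none in any of these conditions. All genes of set 1 together had 11 upward linkages with C, 13 upward and 1 downward with R8, and 14 and 1 with R7. In the array values, genes of set 1 had a median log2 difference from C of 0.94 with R7 (percentile 99.8), with 6 of 13 measured genes at least 2-fold higher and 2 lower. *Tubb3*, the gene of the young neuron marker Tuj1, was at -0.55 and -0.30 with R8 and R7, less than 1.96 times the yardstick SD of 0.393. *Olig2*, a transcription factor of oligodendrocyte and motor neuron precursors, was at least 3.13 above C with R8 and at least 4.53 with R7. This *Olig2* probe was highest in mESCs of DoD 0, at a signal of 1274.1 against 927.2 with R7 on DoD 36. Its signal is therefore not particular to these precursors. The other *Olig2* probe was at the floor with C and R7 on DoD 36 and at 34.8 with R8. *Fgfr1*, an FGF receptor gene, was at least 1.71 above C with R7, and its other probe was at -0.95 or below.
As a list, oligodendrocyte genes, with *Olig2* among them, were higher. The list had medians of 0.65 with R8 (percentile 98.9) and 1.38 with R7 (percentile 99.9), with 5 of 12 and 6 of 11 measured genes at least 2-fold higher and none lower. *Mag*, a myelin glycoprotein gene, was at least 5.73 and at least 4.12 above C. With R7 relative to C on DoD 36, the stress and RNA quality list had a median of -0.99 (percentile 0.1), which cannot be assigned to the R7 array. The set 1 median with R7 turned to -0.26 (percentile 31.3) with the mean of each gene's probes, which takes in probes detected on neither array, and was 0.38 (percentile 95.1) with the mean of detected probes and 0.21 (percentile 70.2) at a detection signal of 100. The oligodendrocyte medians were 1.92 with R8 with the mean of detected probes and 0.83 with R7 at a detection signal of 50. The paper reads the linkages of the neural markers on DoD 36 as a sign that RA enhances neural differentiation. It also reports more *Map2*-positive axons and *Gfap*-positive cells with RA from immunostaining, which array signals and linkages do not measure.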

**Figure 3:**
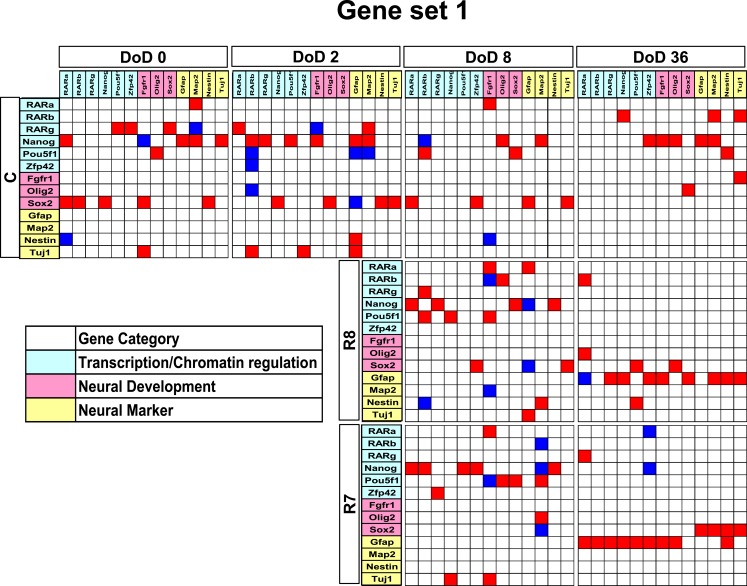
**Matrices in gene interaction networks of the literature-based gene set (set 1) in mESCs, EB, and NP of neuronal differentiation**. Gene Symbols, *RARa*, *RARb*, *RARg*, *Nanog*, *Pou5f1*, *Zfp42*, *Fgfr1*, *Olig2*, *Sox2*, *Gfap*, *Map2*, *Nestin*, *Tuj1*, line up in order of up to down in the *y* axis and left to right in the *x* axis. Red indicates upregulated genes and blue indicates downregulated genes. Red indicates that genes from the *y* axis upregulated genes from the *x* axis. Blue indicates that genes from the *y* axis downregulated genes from the *x* axis. Symbols of C, R8, and R7 indicate vehicle control, RA 10^−8^ M, and RA 10^−7^ M.

**Figure 4:**
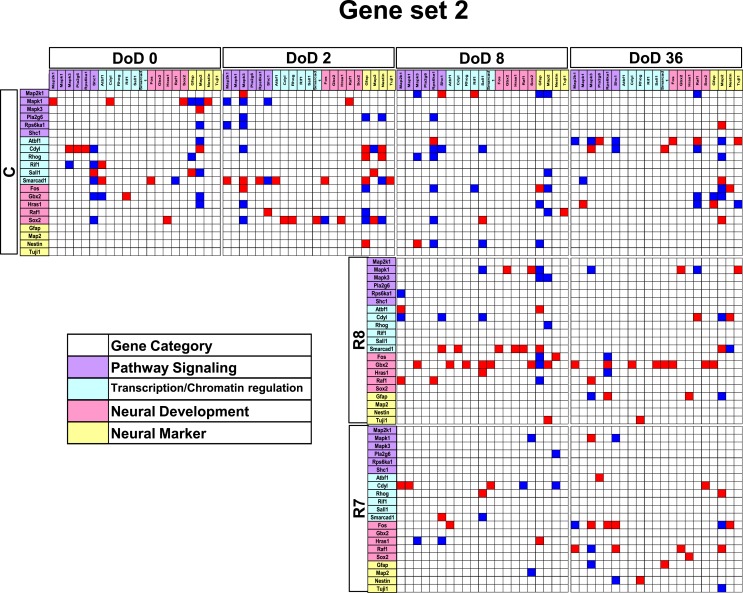
**Matrices in gene interaction networks of the analysis-based gene set (set 2) in mESCs, EB, and NP of neuronal differentiation**. Gene Symbols, *Map2k1*, *Mapk1*, *Mapk3*, *Pla2g6*, *Rps6ka1*, *Shc1*, *Atbf1*, *Cdv1*, *Rhog*, *Rif1*, *Sall1*, *Smarcad1*, *Fos*, *Gbx2*, *Hras1*, *Raf1*, *Sox2*, *Gfap*, *Map2*, *Nestin*, *Tuji1* line up in order of up to down in the *y* axis and left to right in the *x* axis. Red indicates upregulated genes and blue indicates down regulated genes. Red indicates that genes from the *y* axis up regulated genes from the *x* axis. Blue indicates that genes from the *y* axis downregulated genes from the *x* axis. Symbols of C, R8, and R7 indicate vehicle control, RA 10^−8^ M, and RA 10^−7^ M.

**Figure 5:**
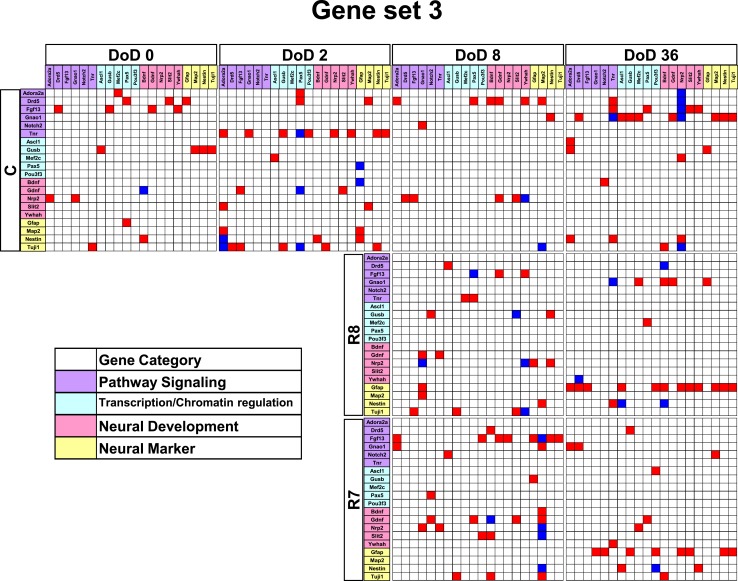
**Matrices in gene interaction networks of the enrichment gene set (set 3) in mESCs, EB, and NP of neuronal differentiation**. Gene Symbols, *Adora2a*, *Drd5*, *Fgf13*, *Gnao1*, *Notch2*, *Tnr*, *Ascl1*, *Gusb*, *Mef2c*, *Pax5*, *Pou3f3*, *Bdnf*, *Gdnf*, *Nrp2*, *Slit2*, *Ywhah*, *Gfap*, *Map2*, *Nestin*, *Tuji1* line up in order of up to down in the *y* axis and left to right in the *x* axis. Red indicates up regulated genes and blue indicates down regulated genes. Red indicates that genes from the *y* axis up regulated genes from the *x* axis. Blue indicates that genes from the *y* axis down regulated genes from the *x* axis. Symbols of C, R8, and R7 indicate vehicle control, RA 10^−8^ M, and RA 10^−7^ M.

Gene interaction matrix analysis for set 2 is shown in Figure 4. In the mESC matrix, linkages between genes were concentrated to categories of pathway signaling and neural development, which is similar with those in set 1 on DoD 8 and DoD 36. It is noteworthy that Gbx2 as a neuronal development marker strongly up-regulated *Mapk3*, *Atbf1*, *Rhog*, *Sall1*, *Smarcad*, *Sox2*, and *Map2* on DoD 8 as well as DoD 36 in RA 10^−8^ M matrices. 

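*Gbx2* (probe 3940736), a homeobox gene of the anterior hindbrain, had a signal of 2385.6 with C, 2954.5 with R8 and 2004.3 with R7 on DoD 8, with log2 differences of 0.35 and -0.34 against a yardstick SD of 0.18. On DoD 36 its signal was 123.5, 342.0 and 598.8, and the differences were 1.16 and 1.82 (SD 0.331). The *Gbx2* signal was 8333.8 in mESCs of DoD 0 and 5067.8 on DoD 2, above every later array, so it is not particular to neural stages. Of the genes linked to it, *Zfhx3* (*Atbf1*), a zinc finger homeobox gene, was at -0.57 with R8 on DoD 8 and -0.78 on DoD 36. *Rhog*, a small GTPase, was at -0.09 and -0.88, *Sall1*, a zinc finger gene, at -0.42 and -0.36, and the chromatin remodeler *Smarcad1* at -0.23 and -0.06. *Sox2* was at -0.04 with R8 on DoD 8 and 2.66 above C on DoD 36, and *Map2* was at least 0.53 and at least 0.72 above C. *Mapk3* was not analysed here. The paper's linkages are posterior probabilities given for each condition, while these values are differences from C. They therefore speak neither for nor against the linkages.
The genes of set 2 had a median of 0.30 with R8 (percentile 97.5, 5 of 16 measured genes at least 2-fold higher and 1 lower) and -0.23 with R7 (percentile 54.9) on DoD 36. The authors chose this set on these arrays, so its direction is not independent evidence. *Gbx2* had 7 upward and 1 downward linkages past 0.5 with R8 on DoD 8 and 8 upward with R8 on DoD 36 in the paper's supplementary table for set 2, and none with R7. The other *Gbx2* probe, which was dim, was at -0.79 or below for R8 on DoD 8, the opposite direction. With quantile normalization the R8 difference of *Gbx2* on DoD 36 was 0.89, and the R7 median of set 2 was 0.23 without scaling. The R8 median of set 2 was 0.05 (percentile 96.3) in the deposited values as they stand and had percentile 70.2 at a detection signal of 100.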

RA-treated matrices showed that linkages shifted to the right side of the matrix with increasing RA concentrations. Finally, linkages on DoD 36 were concentrated to categories of neural development and neural markers.

Gene interaction network analysis for set 3 is shown in Figure 5. In the mESC matrix, linkages between genes were concentrated to transcription/chromatin regulation and pathway signaling categories. Linkages between genes in the control matrix on DoD 8 were concentrated to pathway signaling and neural development categories. In the RA-treated matrices, linkages between genes moved to the neural marker category from the neural development category in a dose-dependent manner. 

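On DoD 36 the genes of set 3 had a median log2 difference from C of 0.98 with R8 (percentile 99.9), with 7 of 14 measured genes at least 2-fold higher and none lower, and of 0.28 with R7 (percentile 88.3, or -0.35 in the deposited values as they stand). With the mean of each gene's detected probes these medians were 0.57 and 0.60. The authors chose this set on these arrays, so its direction is not independent evidence. *Slit2*, which encodes an axon guidance protein, was 2.66 and 3.47 above C with R8 and R7. *Gdnf*, a neurotrophic factor, was at least 1.41 above C with R8, and *Nrp2*, a receptor for axon guidance signals, was 3.13 above C with R7, while a dim probe of it was at -0.68 or below. *Fgf13*, an FGF family gene of neurons, was at 1.39 with R8 and -0.45 with R7, and the latter was 0.01 without scaling. *Ywhah*, a 14-3-3 protein gene, was at -0.95 and -0.62. The linkages of *Gfap* past 0.5 in the paper's supplementary table for set 3 were 12 upward with R8 and 8 with R7 on DoD 36, and none with C.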

Most of the linkages between genes in the RA-treated matrices on DoD 36 were concentrated to pathway signaling and neural marker categories, suggesting that *Gfap* mainly regulates neuronal differentiation.

## Discussion

In the present study, a prediction model for the neural differentiation of mESCs was established and stage-specific gene expression signatures in response to RA were identified using Bayesian network analysis. Our present findings showed that RA significantly increased the size of neurosphere, neuronal cells, and glial cells on DoD 36. In addition, neural marker *Gfap* remarkably up-regulated the other genes in gene set 1 and 3, and neural development marker *Gbx2* significantly up-regulated the other genes in gene set 2 on DoD 36 in the presence of RA. These findings suggest that our protocol for identification of developmental stage-specific gene expression and interaction is a useful method for the screening of environmental chemical toxicity during neurodevelopmental periods.

RA is known as a severe teratogen and causes central nervous system malformations. However, *in vivo* study indicated that high dose (70 mg/kg body weight; b.w.) of RA could induce teratogenic effects during gestational day 7–9 in Swiss mice (Veiga Quemelo et al., 2007). In addition, it was reported that the physiological dose that cannot affect RAR level was 1 mg/kg b.w. and minimally teratogenic dose was 10 mg/kg b.w. and completely teratogenic dose was 100 mg/kg b.w. in gestational day 9 of mouse (Harnisha et al., 1990). In the present study, we selected the dose of RA as 10^−8^ and 10^−7^ M because endogenous levels of RA-induced neural differentiation in the early embryo are approximately 1–10 nM (Maden et al., 1998; Mic et al., 2003). Therefore, we considered to use 10^−8^ M as a low dose and 10^−7^ M as a high dose to examine the effect of RA on stage-specific gene expression signature in mESCs.

We have also successfully designed a mESC neural differentiation protocol to evaluate the effect of RA on the neural differentiation of mESCs. Morphological analysis using a high-content image analyzer was able to acquire varying differences of differentiation from mESCs to neural cells by the RA treatment. For instance, neuronal or glial differentiation from neuronal ESCs was delayed in control cells without induction by RA, which was further confirmed by the lower expression levels of *Map2* and *Gfap* detected on DoD 36. 

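Genes of neurons and endoderm were higher in the C neurospheres of DoD 36 than in the EBs of DoD 8. Relative to C on DoD 8, the neuron list had a median log2 difference of 1.93 (percentile 100.0), with 14 of 25 measured genes at least 2-fold higher and 2 lower. *Syp* and *Syt1*, genes of synaptic vesicle proteins, were 4.46 and at least 3.73 higher, and *Dcx* was 3.45 higher. The astrocyte list had a median of 0.11 (percentile 49.9, or -0.04 without scaling), with *Gfap* at least 2.52 higher and *Glul* at least 3.28 higher. The endoderm list had a median of 2.49 (percentile 100.0), with *Foxa2* at least 7.21 higher and *Ttr*, which encodes transthyretin of liver and choroid plexus, 6.07 higher. The endothelium and blood list had a median of 0.88 (percentile 95.3), inside the middle 95% of random lists, with 5 of 10 measured genes at least 2-fold higher and 2 lower. Its vessel genes *Cdh5* and *Tek* were 6.55 and 4.91 higher and *Pecam1* was at -3.23.
Proliferation genes were lower, with a median of -2.67 (percentile 0.0), 17 of 19 measured genes at least 2-fold lower, none higher, and the topoisomerase gene *Top2a* at -4.38. The stress and RNA quality list had a median of 1.01 (percentile 99.2, or 96.5 in the deposited values as they stand), with the stress gene *Ddit3* at 3.56, and the widely expressed controls had -0.13 (percentile 20.7), which flips to 0.09 with the median of all probes as the scale and 0.19 in the deposited values. With the mean of each gene's detected probes, the neuron median was 1.11. At a detection signal of 100, it was 1.06, the endothelium and blood median was -0.38 and *Gfap* was at least 0.57 higher.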

RA treatments promoted the loss of pluripotency and differentiation into neural ESCs up to DoD 36 in the present study (Figures 1B,C), suggesting that the maturation of *Map2*-positive neurons and *Gfap*-positive astrocytes were accelerated by RA treatment. Our results are consistent with a study showing that RA and LIF enhance the induction of *Gfap*-positive astrocytes from mice neural progenitor cells via epigenetic modifications (Asano et al., 2009).

In restricted sample size analysis like the present study, simulations using Bayesian network analysis have been suggested to be a very effective method (Toyoshiba et al., 2006). Our present study provided a new experimental evidence that Bayesian network analysis was effective to identify the functions of the well-known neural development regulators, such as *Gfap* and *SOX2* (Figures 3–5), in response to RA during the neural differentiation of mESCs and suggested its further application to predict developmental neurotoxicity of environmental chemicals. However, in the simulation analysis, one major problem is to select genetic markers related with a trait of interest. To perform accurate simulation, it is undesirable to select genes with similar expression patterns. Similar variables could significantly affect the analysis results and potentially lead to biased results. Hence, the selection of genes with distinct expression patterns, which can represent each stage of mESC neural differentiation, seems to be important in the outcome of the GIN analysis. In this study, we selected gene sets for GIN analysis by the combined use of two classification methods, SOM and PCA. SOM is a powerful data mining method, whose algorithm is an unsupervised competitive learning neural network and it maps high-dimensional data into a simple low-dimensional display (Kohonen, 1990; Zhang et al., 2008). Therefore, SOM is able to classify the temporal expression data for each gene. After classification by SOM based on gene expression patterns, the representative genes were further selected from each class by PCA. PCA is a standard technique of pattern recognition and has been widely used as a tool in exploratory data analysis and for making predictive models in many biological systems (Aiba et al., 2006; van Dartel et al., 2010; Qin et al., 2011). In this study, the genes selected by SOM and PCA were shown to have adequate simulation parameters to evaluate the effects of RA on the neural differentiation of mESCs.

Finally, our prediction model, employing Bayesian network analysis, showed that it is possible to capture genetic correlations between genes and to identify slight variations for different conditions. We performed the same prediction model for three gene sets of different genetic constitution. Our study indicated that the GIN was able to capture features of each developmental stage during the neural differentiation of mESCs. RA treatment could change the network structure in a dose-dependent manner. In addition, among the three gene sets, set 3 was the best according to the morphological results. We found that the *Gfap* gene was linked with other genes in the RA 10^−7^ M matrix in the GIN analysis, while the number of *Gfap*-positive cells was markedly increased by RA 10^−7^ M treatment on DoD 36 in the morphological analysis. This suggested that the approach used in this study, of the independent selection of gene sets using SOM or PCA, was efficient. This Bayesian model might also be useful to investigate the developmental toxicity of environmental chemicals other than RA.

In summary, to find the optimized GIN that integrated chemical effects, we created three different gene sets and then performed GIN analysis using Bayesian network algorithms to capture the stage-specific gene expression signatures in response to RA treatment during the neural differentiation of mESCs. “*Toxicity Testing in the Twenty First Century – A vision and a strategy*” issued by the US Nuclear Regulatory Commission indicated that the most important issue for toxicity testing is how to connect the extensive body of toxicity information to high-throughput screening to perform chemical risk assessment (Thomas et al., 2007; Davis et al., 2008; Ellinger-Ziegelbauer et al., 2009; Hubal, 2009). Here, we described a novel approach to identify stage-specific gene expression in embryonic development and suggested its application to evaluate the neural developmental toxicity of environmental chemicals in future studies.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found online at: http://www.frontiersin.org/Toxicogenomics_/10.3389/fgene.2012.00141/abstract

Supplementary Table S1 **Input data of gene expression values for set 1**. Values are normalized expression values in beads of each gene with approximate 30 replicates.

Supplementary Table S2 **Input data of gene expression values for set 2**. Values are normalized expression values in beads of each gene with approximate 30 replicates.

Supplementary Table S3 **Input data of gene expression values for set 3**. Values are normalized expression values in beads of each gene with approximate 30 replicates.

Supplementary Table S4 **Output results of the Bayesian network analysis with gene expression values for set 1**. Values are posterior probabilities.

Supplementary Table S5 **Output results of the Bayesian network analysis with gene expression values for set 2**. Values are posterior probabilities.

Supplementary Table S6 **Output results of the Bayesian network analysis with gene expression values for set 3**. Values are posterior probabilities.

## Figures and Tables

**Figure A1:**
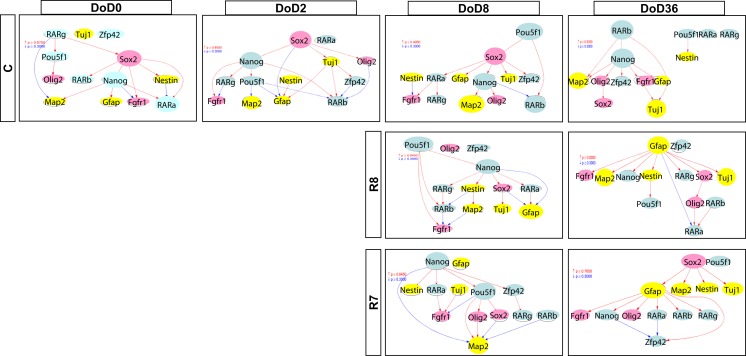
**Gene interaction networks of the literature-based gene set (set 1) in mESCs, EB, and NP of neuronal differentiation**. The optimized network was generated at *p* > 0.300. Red indicates that parent genes up-regulate children genes. Blue indicates that parent genes down-regulate children genes.

**Figure A2:**
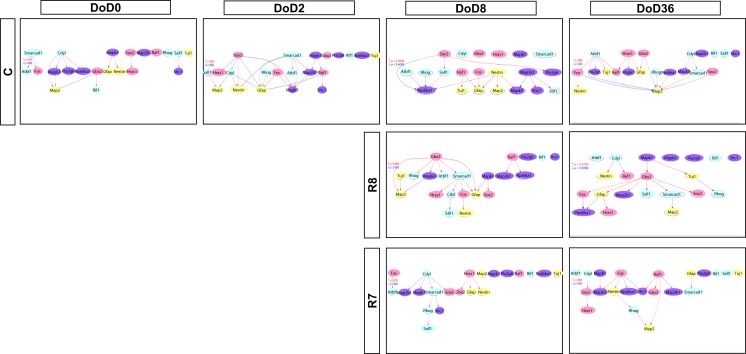
**Gene interaction networks of the analysis-based gene set (set 2) in mESCs, EB, and NP of neuronal differentiation**. The optimized network was generated at *p* > 0.300. Red indicates that parent genes up-regulate children genes. Blue indicates that parent genes down-regulate children genes.

**Figure A3:**
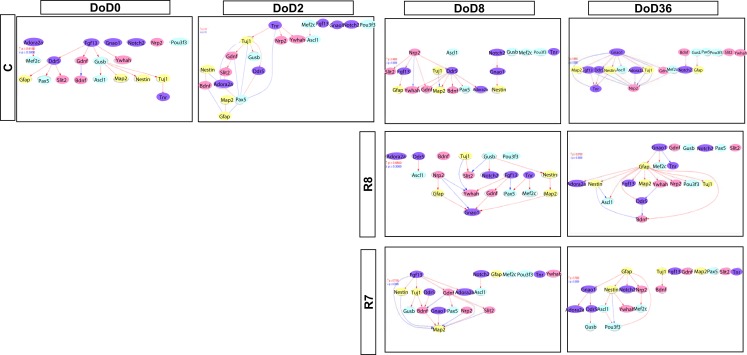
**Gene interaction networks of the enrichment gene set (set 3) in mESCs, EB, and NP of neuronal differentiation**. The optimized network was generated at *p* > 0.300. Red indicates that parent genes up-regulate children genes. Blue indicates that parent genes down-regulate children genes.

## Footnotes

^1^www.ncbi.nlm.nih.gov/geo

^2^ http://www.genome.jp/kegg/pathway.html

How the deposited data were processed for this re-analysis (not part of the article)

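Total RNA of mESCs on DoD 0, EBs on DoD 2 and DoD 8 and neurospheres on DoD 36 was measured on Illumina MouseWG-6 arrays, with 1 array for each of 9 conditions. The paper states that RNA of 6 biological replicates was mixed into 1 sample per condition, so the values hold no replicate error. The paper reports 8 of the arrays. The array of 1 nM RA on DoD 8 (R9) is known from its sample label, which gives no number of mixed replicates. The labels give the vehicle as 0.1% ethanol, and the series text gives another solvent. The labels call the last stage day 29 and the paper DoD 36. Samples were mapped by their labels and the paper, and no sample stayed unmapped.
The authors normalized the raw values in GeneSpring GX10.02 with median centering, and their deposited values are on the log2 scale. In the deposited log2 values, 1 constant per array and 1 baseline per probe had been subtracted. The constant of each array was within 0.0016 log2 of the 0.75 quantile of all its probes. The medians of the deposited columns ran from -0.4504 (DoD 36 R7) to 0.2229 (DoD 36 C). A second deposited table holds 9 columns of signals with detection p-values under names that match no sample, and these 9 columns were not used in any step. The main setting planned before the data were examined rested on that table and its detection p-values, and the log2 table was used in its place.
Signals were recovered from the log2 values. After removal of the array constants, differences between arrays are ratios of whole numbers of steps, with a lowest level of 50 steps. Of 1000 probes tested, 95.2% gave whole numbers with log base 2, 21.9% with base e and 16.9% with base 10. A level was taken as whole within 0.002 steps or 1.5e-06 of its size, and as exact where fewer than 0.01 chance solutions were expected. Of 46643 probes, 20134 were exact above the floor, 19118 were exact with the lowest array at the floor, 6250 lay at the floor on every array, and 1141 were approximate. One step was taken as 0.1 signal units from the bars of Fig. 2B, whose *Nanog* bars lay on average 0.04 from the unscaled log2 signals. The recovery rules and the detection level of 29.1 were chosen after the values were examined and before results for genes were computed. The difference of 2 arrays does not depend on a probe's level, which bears on detection, on the choice among a gene's probes, on the matching of random lists and on the yardstick SD.
The 0.99 quantile of background signal per array was 29.4, 28.3, 26.8, 29.1, 24.7, 25.6, 32.2, 56.0 and 77.6 for DoD 0, DoD 2, C, R9, R8 and R7 on DoD 8, and C, R8 and R7 on DoD 36. In the same order, 21562, 22138, 22428, 22449, 22182, 22577, 20737, 22981 and 23008 probes were detected. The scale factors were 1.154, 1.036, 1.008, 1.06, 1.039, 0.947, 1.125, 0.909 and 0.817. The number of arrays, 1 per condition, limits the precision of every value.
Gene symbols came from the platform annotation, updated through gene identifiers. Of the probes, 32794 had 1 symbol, 55 had several and were left unnamed, and 13794 had none. The symbols matched the annotation by identifier for 32722 probes and by accession for 11, and 10 symbols changed. For a gene with several probes, the probe with the highest mean log2 signal over the paper's 8 arrays was taken. Genes of the lists without a probe in this annotation are not analysed here.
The genes named are those of the paper's sets 1 to 3, the 10 genes with the largest increase and the 10 with the largest decrease in each of 10 comparisons, and up to 4 members of each of 23 gene lists in each direction. *Meig1*, *Rgs9*, *Pth1r*, *Myl3*, *Cox6a2*, *Casq2* and *Smyd1* fall outside this rule and were chosen after their values were seen, or for the test of heart muscle cells. The lists cover pluripotency, epiblast, mesoderm, endoderm, cardiac and smooth muscle, mesenchyme and matrix, epithelium, endothelium and blood, neural progenitor, neuron, astrocyte, oligodendrocyte, RA targets, *Hox* paralogs 1 to 5 and 6 to 13, forebrain and midbrain, motor neuron, proliferation, stress and RNA quality, widely expressed controls, and the paper's 3 sets. Members of a list that were detected on 1 of 2 arrays entered its median at their bound.
On 4000 simulated probes of a table of 9 arrays, 2795 were recovered as exact, 2791 of them at the level they were made with, and 9 of 1000 decoy probes were taken as exact. Of simulated changes of 1, 2 and 3 log2 units, 33 of 55, 75 of 78 and 66 of 66 were called at least 2-fold, and 1 of 2343 unchanged probes was. The simulated noise had the same size at every signal, while 4.5% and 11.0% of probes in the 1st and 2nd signal decile of the C and R9 arrays passed 2-fold. The simulated rates therefore do not hold for dim probes. Of 200 unchanged lists, 12 lay outside the middle 95% of random lists. These lists and their random lists were drawn from the same values, so this outcome was fixed in advance and does not test the percentiles of the real lists. The alternatives were other scalings, other detection levels, the deposited values as they stand, other fold thresholds and baselines, and other rules for genes with several probes. One of these rules, the mean over the probes of a gene detected on at least 1 of the arrays compared, was added after the values were seen. The linkage counts are the paper's, taken from its supplementary tables as entries over 0.5 in size. These entries are given for each condition and are not differences between arrays. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.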

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

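The differences between DoD 8 and DoD 36 given here were not tested, since each condition has 1 array. They were noted because both doses of RA lay on one side of C on DoD 8 and on the other side on DoD 36. Among single probes, 12 were at least 2-fold higher with both doses on DoD 8 and at least 2-fold lower with both on DoD 36, and 21 went the opposite way. By comparison, 81 were higher and 30 lower with both doses on both days. Over the 19848 probes with all 4 differences, 300 were higher and 275 lower with both doses on DoD 8, and 1292 were higher and 754 lower on DoD 36. Independent lists of these sizes would share 11.4 and 17.9 probes of opposite and 19.5 and 10.4 of the same direction, so the 12 and 21 lie near the number that chance would give. The first group holds *Cubn*, an endocytic receptor of visceral endoderm and kidney, *Hoxd9* and the hormone receptor gene *Pth1r* (log2 differences of 2.70 with R8 and 2.72 with R7 on DoD 8, -1.46 and -1.33 on DoD 36, where the mean of its probes gave -0.87 and -0.88). The second holds *Rgs9*, a regulator of G protein signaling (-2.02 or below and -2.15 or below, then 2.46 and 2.24), and *Cfap52* and *Meig1*, genes of cilia and flagella (*Cfap52* -1.83 and -2.13, then 1.64 and 4.05).
The medians of 5 gene lists changed side, and none of these lists lay outside the middle 95% of random lists with both doses on both days. The endoderm median was 1.18 with R8 and 1.43 with R7 on DoD 8 (both percentile 100.0) and -0.18 and -1.03 on DoD 36 (percentiles 35.7 and 0.0), and the -0.18 turned to 0.13 without scaling. The oligodendrocyte median was -0.09 and -0.40 (percentiles 23.6 and 2.6), then 0.65 and 1.38 (98.9 and 99.9). The median of *Hox* paralogs 6 to 13 was 0.49 and 1.03 (99.6 and 100.0), then -0.87 and -0.06 (0.1 and 54.6). The random lists had a median of -0.10 in that last comparison, so the -0.06 does not lie below them, and it turned to 0.40 without scaling. The proliferation median was -0.01 and -0.32 (23.8 and 0.1), then 0.46 and 0.44 (both 100.0, but 86.0 and 96.8 in the deposited values as they stand). The median of the paper's set 1 was -0.09 and -1.01 (22.5 and 0.0), then 0.12 and 0.94 (79.8 and 99.8). The 0.12 ranged from -0.13 to 0.43 under the other scalings and was -0.48 with the mean of each gene's detected probes, and the 0.94 turned to -0.26 with the mean of each gene's probes.
The R9 array, which the paper does not report, was noted because it differed from C on DoD 8. It had 582 probes at least 2-fold higher and 411 at least 2-fold lower, and the balance turned to 428 and 591 with the median of all probes as the scale. Its list medians outside the middle 95% of random lists were 0.46 for epiblast, 0.92 for endoderm, -0.43 for epithelium, 0.36 for neuron, 0.95 for *Hox* paralogs 1 to 5, 0.37 for forebrain and midbrain and 0.20 for proliferation. In at least 1 alternative the epiblast, neuron, forebrain and midbrain and proliferation medians came inside that range, with percentiles of 88.0, 95.7, 87.1 and 87.4, and the median of *Hox* paralogs 1 to 5 was 0.28 (percentile 98.7) in the deposited values as they stand. The same array serves as the yardstick of error, so these values set no dose effect apart from the difference between a pair of arrays.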

How the results depend on the processing

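Of 5161 values computed under alternatives, 4500 stayed near the value given in the text, 658 moved and 3 reversed a difference of at least 2-fold. A value was counted as moved past 1.96 times the yardstick SD (genes) or the SD of random lists (lists), past 0.05 (correlations) or past 1.5 times (counts). The 3 reversals came with the mean of a gene's probes, for *Nes* with R7 (from 1.63) and *Rarb* with R9 (from -1.66) on DoD 8, and for *Fgfr1* with R7 on DoD 36 (from at least 1.71). That mean takes in probes detected on neither array, such as the other *Nes* and *Rarb* probes, whose reversals are therefore not measured ones: with the mean of detected probes, the values were 1.63 and -1.66. The *Fgfr1* probes had bounds of both directions. The other detection levels, the mean of detected probes and the probe closest to Fig. 2B were chosen after seeing the data. A detection p of 0.05 and background correction with neqc were not run, because the table with detection p-values was not used. No paired analysis was possible because each condition has 1 array. Dim signals are limited by the background, most of all on the R8 and R7 arrays of DoD 36. The cause of the moved values that follow was not tested, except where it lies in how a setting was built. Higher thresholds and detection levels remove probes. The deposited values have no detection limit, so dim probes enter their counts. They also have a baseline per probe subtracted, so their correlations leave out differences in level between probes, which the correlations in the text include. The most variable probes were picked for their differences between arrays. Neither set of correlations therefore shows that the likeness of the arrays is unstable. List medians hold members at their bounds.

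With the median of all probes as the scale, counts of lower probes were 3237 (R8 vs C on DoD 36). List medians were 2.24 for *Hox* paralogs 1 to 5 (R7 vs C on DoD 8).

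With the 0.75 quantile of all probes as the scale, the probes lower numbered 3545 (R8 vs C on DoD 36) and 4791 (R7 vs C on DoD 36). List medians were -0.27 for pluripotency, 0.21 for proliferation (R8 vs C on DoD 36) and 2.23 for *Hox* paralogs 1 to 5 (R7 vs C on DoD 8).

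Without scaling, counts of higher probes were 4727 (R7 vs C on DoD 36). Counts of lower probes were 828 (DoD 2 vs 0), 868 (R8 vs C on DoD 36), 830 (R7 vs C on DoD 36) and 524 (R7 vs R8 on DoD 8). The log2 difference was 7.7 for *Gfap* (R7 vs C on DoD 36). List medians were 0.31 for pluripotency, 0.77 for proliferation (R8 vs C on DoD 36), 0.00 for pluripotency, -0.65 for neuron, -0.3 for cardiac and smooth muscle, 0.9 for proliferation, -0.53 for stress and RNA quality, 0.09 for widely expressed controls (R7 vs C on DoD 36), 2.29 for *Hox* paralogs 1 to 5 (R7 vs C on DoD 8) and 1.29 for *Hox* paralogs 1 to 5 (R7 vs R8 on DoD 8).

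With quantile normalization, the log2 difference was -0.77 for *Nanog* (R8 vs C on DoD 8) and 6.85 for *Gfap* (R7 vs C on DoD 36). List medians were 2.25 for *Hox* paralogs 1 to 5 (R7 vs C on DoD 8) and 0.75 for proliferation, -0.54 for stress and RNA quality, 0.12 for widely expressed controls (R7 vs C on DoD 36).

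In the deposited values as they stand, 31139 probes differed from DoD 0. Counts of higher probes were 4771 (DoD 2 vs 0), 4701 (DoD 8 C vs DoD 2), 8897 (DoD 36 vs DoD 8 C), 4250 (R8 vs C on DoD 8), 4341 (R7 vs C on DoD 8), 4003 (R9 vs C on DoD 8), 5061 (R8 vs C on DoD 36), 4800 (R7 vs C on DoD 36), 3960 (R7 vs R8 on DoD 8) and 4489 (R7 vs R8 on DoD 36). Counts of lower probes were 4729 (DoD 2 vs 0), 4616 (DoD 8 C vs DoD 2), 7710 (DoD 36 vs DoD 8 C), 4074 (R8 vs C on DoD 8), 4496 (R7 vs C on DoD 8), 3541 (R9 vs C on DoD 8), 7110 (R8 vs C on DoD 36), 8562 (R7 vs C on DoD 36), 4159 (R7 vs R8 on DoD 8) and 5335 (R7 vs R8 on DoD 36). The correlation was 0.276 (DoD 8 C and DoD 8 R9), 0.131 (DoD 8 C and DoD 8 R8), 0.049 (DoD 8 C and DoD 8 R7), 0.561 (DoD 36 C and DoD 36 R8), 0.540 (DoD 36 C and DoD 36 R7), -0.218 (DoD 0 and DoD 36 R7), 0.417 (DoD 0 and DoD 2), 0.153 (DoD 2 and DoD 8 C) and -0.208 (DoD 8 C and DoD 36 C). List medians were -4.61 for pluripotency (DoD 36 vs DoD 8 C), -0.52 for pluripotency, 1.33 for oligodendrocyte, -0.42 for *Hox* paralogs 1 to 5, 0.13 for proliferation, 0.67 for paper set 1 (R8 vs C on DoD 36), 1.14 for endoderm, 1.38 for RA targets (R7 vs C on DoD 8), 0.28 for *Hox* paralogs 1 to 5 (R9 vs C on DoD 8), 1.68 for *Hox* paralogs 1 to 5, -0.68 for motor neuron (R7 vs C on DoD 36), 1.14 for mesoderm (DoD 2 vs 0), -0.99 for mesoderm (DoD 8 C vs DoD 2) and 1.18 for *Hox* paralogs 1 to 5 (R7 vs R8 on DoD 8).

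With any signal above the floor counted as detected, 30772 probes differed from DoD 0. The probes higher numbered 4733 (DoD 2 vs 0), 4615 (DoD 8 C vs DoD 2), 9056 (DoD 36 vs DoD 8 C), 4240 (R8 vs C on DoD 8), 4243 (R7 vs C on DoD 8), 3980 (R9 vs C on DoD 8), 5368 (R8 vs C on DoD 36), 5107 (R7 vs C on DoD 36), 3834 (R7 vs R8 on DoD 8) and 4502 (R7 vs R8 on DoD 36). The probes lower numbered 4679 (DoD 2 vs 0), 4620 (DoD 8 C vs DoD 2), 7507 (DoD 36 vs DoD 8 C), 3996 (R8 vs C on DoD 8), 4525 (R7 vs C on DoD 8), 3466 (R9 vs C on DoD 8), 6343 (R8 vs C on DoD 36), 7488 (R7 vs C on DoD 36), 4237 (R7 vs R8 on DoD 8) and 5228 (R7 vs R8 on DoD 36). The correlation was 0.845 (DoD 0 and DoD 36 R7). List medians were -4.58 for pluripotency (DoD 36 vs DoD 8 C), 1.4 for oligodendrocyte, 0.75 for paper set 1 (R8 vs C on DoD 36), 1.55 for endoderm, 0.94 for *Hox* paralogs 1 to 5, 0.89 for *Hox* paralogs 6 to 13 (R8 vs C on DoD 8), 1.37 for RA targets (R7 vs C on DoD 8), 1.14 for mesoderm (DoD 2 vs 0) and -0.99 for mesoderm (DoD 8 C vs DoD 2).

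With the 0.95 quantile of background as the detection level, counts of higher probes were 2596 (DoD 2 vs 0), 2582 (DoD 8 C vs DoD 2), 2019 (R8 vs C on DoD 8), 2167 (R7 vs C on DoD 8), 1967 (R9 vs C on DoD 8), 1918 (R7 vs R8 on DoD 8) and 2654 (R7 vs R8 on DoD 36). Counts of lower probes were 2710 (DoD 2 vs 0), 2558 (DoD 8 C vs DoD 2), 2126 (R8 vs C on DoD 8), 2554 (R7 vs C on DoD 8), 1412 (R9 vs C on DoD 8), 3810 (R8 vs C on DoD 36), 5166 (R7 vs C on DoD 36), 2170 (R7 vs R8 on DoD 8) and 3490 (R7 vs R8 on DoD 36). List medians were 1.47 for endoderm, 0.93 for *Hox* paralogs 1 to 5 (R8 vs C on DoD 8), 1.87 for *Hox* paralogs 1 to 5, 1.35 for RA targets (R7 vs C on DoD 8), 1.05 for *Hox* paralogs 1 to 5 (R7 vs R8 on DoD 8) and 0.69 for paper set 1 (R8 vs C on DoD 36).

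At a detection signal of 50, the probes higher numbered 367 (R8 vs C on DoD 8), 195 (R9 vs C on DoD 8) and 570 (R7 vs R8 on DoD 8). The probes lower numbered 809 (DoD 2 vs 0), 709 (DoD 8 C vs DoD 2), 498 (R8 vs C on DoD 8), 708 (R7 vs C on DoD 8), 155 (R9 vs C on DoD 8), 1244 (R8 vs C on DoD 36), 1751 (R7 vs C on DoD 36) and 448 (R7 vs R8 on DoD 8). The correlation was 0.724 (DoD 0 and DoD 36 R7). List medians were 1.73 for neural progenitor (R8 vs C on DoD 36), 1.2 for neuron (DoD 36 vs DoD 8 C), 1.31 for mesenchyme and matrix, 2.16 for *Hox* paralogs 1 to 5, 1.69 for *Hox* paralogs 6 to 13 (R7 vs C on DoD 8), 0.92 for *Hox* paralogs 1 to 5, 1.12 for *Hox* paralogs 6 to 13 (R8 vs C on DoD 8) and 0.56 for *Hox* paralogs 1 to 5 (R9 vs C on DoD 8).

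At a detection signal of 100, the probes detected numbered 14007 (DoD 0), 14632 (DoD 2), 14815 (DoD 8 C), 14746 (DoD 8 R9), 14626 (DoD 8 R8), 14947 (DoD 8 R7) and 13611 (DoD 36 C). 19125 were detected on at least 1 of the paper's 8 arrays. 11075 probes differed from DoD 0. Counts of higher probes were 768 (DoD 2 vs 0), 652 (DoD 8 C vs DoD 2), 2891 (DoD 36 vs DoD 8 C), 152 (R8 vs C on DoD 8), 522 (R7 vs C on DoD 8), 46 (R9 vs C on DoD 8), 368 (R7 vs R8 on DoD 8) and 1113 (R7 vs R8 on DoD 36). Counts of lower probes were 415 (DoD 2 vs 0), 426 (DoD 8 C vs DoD 2), 226 (R8 vs C on DoD 8), 342 (R7 vs C on DoD 8), 43 (R9 vs C on DoD 8), 796 (R8 vs C on DoD 36), 960 (R7 vs C on DoD 36), 185 (R7 vs R8 on DoD 8) and 1048 (R7 vs R8 on DoD 36). The correlation was 0.646 (DoD 0 and DoD 36 R7) and 0.752 (DoD 8 C and DoD 36 C). The log2 difference was at least 0.2 for *Map2* (R7 vs C on DoD 36). List medians were 2.8 for neural progenitor, 0.72 for proliferation, 0.53 for forebrain and midbrain, 0.21 for paper set 1 (R7 vs C on DoD 36), 1.06 for neuron, -0.38 for endothelium and blood (DoD 36 vs DoD 8 C), 0.13 for neuron, 1.71 for *Hox* paralogs 1 to 5, 0.91 for *Hox* paralogs 6 to 13 (R8 vs C on DoD 8), 0.76 for neuron, 1.16 for endoderm, 1.21 for mesenchyme and matrix, 1.63 for *Hox* paralogs 1 to 5, 1.69 for *Hox* paralogs 6 to 13, -0.58 for forebrain and midbrain (R7 vs C on DoD 8), 1.25 for astrocyte, -0.28 for *Hox* paralogs 6 to 13, 1.15 for paper set 1 (R8 vs C on DoD 36), 1.72 for cardiac and smooth muscle, 1.05 for mesoderm (DoD 2 vs 0), -0.35 for RA targets, 0.17 for neuron (R9 vs C on DoD 8) and 0.73 for neuron (R7 vs R8 on DoD 8).

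At a threshold of 1.5-fold, the probes higher numbered 3408 (DoD 2 vs 0), 3349 (DoD 8 C vs DoD 2), 7123 (DoD 36 vs DoD 8 C), 2454 (R8 vs C on DoD 8), 2664 (R7 vs C on DoD 8), 2116 (R9 vs C on DoD 8), 4728 (R8 vs C on DoD 36), 4516 (R7 vs C on DoD 36), 2563 (R7 vs R8 on DoD 8) and 3899 (R7 vs R8 on DoD 36). The probes lower numbered 3994 (DoD 2 vs 0), 3480 (DoD 8 C vs DoD 2), 6845 (DoD 36 vs DoD 8 C), 2578 (R8 vs C on DoD 8), 3630 (R7 vs C on DoD 8), 1676 (R9 vs C on DoD 8), 5261 (R8 vs C on DoD 36), 7351 (R7 vs C on DoD 36), 3086 (R7 vs R8 on DoD 8) and 4865 (R7 vs R8 on DoD 36).

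At a threshold of 3-fold, 10318 probes differed from DoD 0. Counts of higher probes were 448 (DoD 2 vs 0), 488 (DoD 8 C vs DoD 2), 2507 (DoD 36 vs DoD 8 C), 167 (R8 vs C on DoD 8), 463 (R7 vs C on DoD 8), 82 (R9 vs C on DoD 8), 1472 (R8 vs C on DoD 36), 1673 (R7 vs C on DoD 36), 266 (R7 vs R8 on DoD 8) and 627 (R7 vs R8 on DoD 36). Counts of lower probes were 241 (DoD 2 vs 0), 299 (DoD 8 C vs DoD 2), 2580 (DoD 36 vs DoD 8 C), 210 (R8 vs C on DoD 8), 209 (R7 vs C on DoD 8), 46 (R9 vs C on DoD 8), 403 (R8 vs C on DoD 36), 614 (R7 vs C on DoD 36), 111 (R7 vs R8 on DoD 8) and 847 (R7 vs R8 on DoD 36).

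With the vehicle array of the same day as the baseline, 9920 probes differed from it.

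With the mean of a gene's probes, the log2 difference was -0.04 for *Nanog* (R8 vs C on DoD 8), -0.2 for *Nes* (R7 vs C on DoD 8), 1.46 for *Nes* (R7 vs C on DoD 36), 2.22 for *Map2* (R8 vs C on DoD 36), 4.2 for *Gfap* (R8 vs C on DoD 36), 7.6 for *Gfap* (R7 vs C on DoD 36), 0.11 for *Rarb* (R9 vs C on DoD 8) and -0.26 for *Fgfr1* (R7 vs C on DoD 36). List medians were 1.31 for neuron (DoD 36 vs DoD 8 C), 2.55 for astrocyte, -0.3 for cardiac and smooth muscle, -0.26 for paper set 1, 0.02 for epithelium (R7 vs C on DoD 36), 2.53 for oligodendrocyte, 1.71 for mesenchyme and matrix (R8 vs C on DoD 36), 1.14 for endoderm, 1.31 for mesenchyme and matrix, 1.78 for *Hox* paralogs 6 to 13 (R7 vs C on DoD 8), 0.65 for mesenchyme and matrix, 1.46 for *Hox* paralogs 1 to 5, 0.86 for *Hox* paralogs 6 to 13, 0.11 for widely expressed controls (R8 vs C on DoD 8), 1.15 for mesoderm (DoD 2 vs 0), -1.06 for mesoderm (DoD 8 C vs DoD 2) and 1.41 for mesenchyme and matrix (R7 vs R8 on DoD 36).

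With the mean of a gene's detected probes, the log2 difference was -0.04 for *Nanog* (R8 vs C on DoD 8). List medians were 1.11 for neuron (DoD 36 vs DoD 8 C), 1.38 for astrocyte, 1.92 for oligodendrocyte, -0.48 for paper set 1 (R8 vs C on DoD 36), 2.79 for astrocyte (R7 vs C on DoD 36), 1.14 for endoderm (R7 vs C on DoD 8), 0.7 for neuron (R7 vs R8 on DoD 8) and 0.11 for widely expressed controls (R8 vs C on DoD 8).

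With the probe closest to Fig. 2B, the log2 difference was at least 6.78 for *Gfap* (R7 vs C on DoD 36).

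With each marker's probe closest to Fig. 2B, no scaling and no detection limit, the log2 difference was 2.75 for *Map2* (R8 vs C on DoD 8), 2.09 for *Map2* (R8 vs C on DoD 36), 5.18 for *Gfap* (R8 vs C on DoD 36) and 8.43 for *Gfap* (R7 vs C on DoD 36).

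Over the 1000 most variable probes, the correlation was 0.898 (DoD 8 C and DoD 8 R8), 0.769 (DoD 8 C and DoD 8 R7), 0.806 (DoD 36 C and DoD 36 R8), 0.730 (DoD 36 C and DoD 36 R7), -0.397 (DoD 0 and DoD 36 R7), 0.859 (DoD 0 and DoD 2), 0.738 (DoD 2 and DoD 8 C) and -0.151 (DoD 8 C and DoD 36 C).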

Differences from the paper's values

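The paper selects 1157 transcripts with differences greater than 2.0-fold in at least 1 microarray. Here 17176 probes differed at least 2-fold from DoD 0 on at least 1 of the other 7 arrays of the paper. For this selection the paper states no detection rule and does not name the baseline of the fold, while the legend of its heat map (Fig. 2A) gives intensities relative to the ES values, the baseline used here. Of the alternatives set before the data were examined, none came within 1.5 times the paper's number. They gave 17160 (median of all probes), 17877 (0.75 quantile), 16702 (no scaling), 16830 (quantile normalization), 31139 (deposited values), 23500 (1.5-fold), 10318 (3-fold), 13853 (2-fold from the probe's median) and 9920 (2-fold from the vehicle array of the day).
For *Nes* with R7 on DoD 36, the paper's log2 difference from C is about 3.8 in Fig. 2B, read by eye, and the value here is 3.36. Of the alternatives set before the data were examined, the value without scaling falls within the paper's, at 3.82, and the others do not.
For *Gfap* on DoD 36, the paper's log2 differences are about 5.1 with R8 and about 8.3 with R7 in Fig. 2B, read by eye, and the values here are 3.53 and 7.24. None of the alternatives set before the data were examined falls within the paper's. The nearest were 4.2 with R8 from the mean of the probes, 1 of which was not detected with C, and 7.70 with R7 without scaling. The probe whose unscaled signals lie closest to the bars of Fig. 2B, chosen after seeing the values, was not detected with C, at a signal of 12.8, and was at least 3.69 and at least 6.78 above C. With no scaling and no detection limit, also chosen after seeing the values, the same probe gave 5.18 and 8.43, which fall within the paper's. It was chosen by these bars, so this match is not independent of them.
The paper states that *Gfap* expression was increased by RA on DoD 8. Here its probe was below the detection level on all arrays of that day. Of the settings run, the probe closest to Fig. 2B, chosen after seeing the values, lay above C with R7 at a log2 difference of 1.27 in the deposited values without a detection limit, and at 0.06 with R8. With any signal above the floor counted as detected, also chosen after seeing the values, it was at least 1.24 above C with R7 and not detected with R8. The probe used in the text lay below C under these settings, at -1.47 with R8 and -2.57 with R7 in the deposited values. On DoD 36, *Gfap* was above C with both doses, as the paper states.
The paper states that *Map2* expression was increased by RA on DoD 8 and DoD 36. Here R8 was at least 0.53 above C on DoD 8, *Map2* was not detected with C or R7 on DoD 8, and both doses were above C on DoD 36. For R8 on DoD 8 the paper's log2 difference is about 4.1 in Fig. 2B, read by eye. The 0.53 is a bound and cannot be set against it. The deposited values without a detection limit gave 1.08 for R8 on DoD 8, and 2.81 with the probe closest to Fig. 2B, both under the paper's value. For R7 on DoD 8, the deposited values without a detection limit, an alternative set before the data were examined, gave 0.42, and 2.42 with the probe closest to Fig. 2B. Detection levels chosen after seeing the values gave 0.41 (any signal above the floor) and 0.4 (the 0.95 quantile of background), and at least 2.38 and at least 0.96 with the probe closest to Fig. 2B.
The paper states that *Gfap* and *Map2* upregulated other genes in set 1 on DoD 36. In the paper's own supplementary table, *Gfap* had 8 upward linkages past 0.5 with R8 and 9 with R7, and *Map2* had 0 with either dose. The methods give 0.5 as the limit of these matrices. At 0.3, the limit of the networks of Figs A1 to A3, *Map2* also had 0 upward linkages with either dose on DoD 36.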

Other observations

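The tests of per-array scaling, of dim probes and of the late stage were chosen only after the results they bear on were seen. With R8 on DoD 36, the keratin genes *Krt13*, *Krt17*, *Krt14* and *Krt5* were 6.05, 4.88, 3.39 and at least 3.06 higher than with C on the log2 scale, and *Ly6d*, a surface protein of keratinocytes, was 5.70 higher. With R7 they were 4.89, 0.98, 1.08, at least 1.12 and 3.13 higher. The epithelium list had medians of -0.12 with R8 (percentile 73.2, 3 of 8 measured genes at least 2-fold higher and none lower) and -0.59 with R7 (percentile 27.2, 3 of 8 higher and 2 lower), and the R8 median flips to 0.19 without scaling and 0.03 with quantile normalization, and the R7 median to 0.02 with the mean of each gene's probes. Both doses had higher *Dynlrb2*, a dynein gene of cilia (4.42 with R8 and 5.96 with R7), and *Pvalb*, the calcium-binding parvalbumin (4.39 and 5.28). *En2*, a midbrain and hindbrain gene, was 3.40 and 3.72 higher, while *Isx*, an intestinal homeobox gene, was at -1.95 and -3.82 and *Muc5b*, a secreted mucin, at -3.53 and -3.11. The forebrain and midbrain list had medians of 0.00 on DoD 8 (percentile 54.5) and -0.47 on DoD 36 (percentile 11.8) with R7, and at a detection signal of 100 they were -0.58 (percentile 2.3) and 0.53 (percentile 74.6). The motor neuron list had -0.15 (percentile 32.6) and 0.27 (percentile 79.3), and the latter was -0.68 in the deposited values as they stand. Of the stress and RNA quality list, *Hmox1*, heme oxygenase, was at -1.87 with R7 on DoD 36. The widely expressed controls had a median of 0.30 with R8 on DoD 8 (percentile 99.6, or 74.7 with the mean of each gene's probes), with 0 of 9 measured genes past 2-fold and the same direction under every scaling run. With R7 on DoD 36 they had -0.39 (percentile 78.7), and 0.09 and 0.12 without scaling and with quantile normalization, so their direction flips.
In C neurospheres of DoD 36, relative to C on DoD 8, the placental genes *Prl2c2*, *Prl2c3*, *Prl2c4* and *Ctsr* were 7.72, 7.76, 8.34 and 8.77 higher, and *Gkn1*, a stomach secreted protein, was 10.03 higher, at a signal of 54360.1 against 58.0. With quantile normalization the *Prl2c* values were 6.62, 6.70 and 7.38 and *Gkn1* was 8.96 higher. The *Prl2c* genes are near-identical copies, so their probes are not independent of each other.
With R9 on DoD 8, the dose that the paper does not report, *Hox* genes of paralog groups 1 to 5 and endoderm genes were above C, with 4 of 9 and 7 of 17 measured genes at least 2-fold higher and none lower. *Hox* paralogs 6 to 13 had a median of -0.05 (percentile 24.3, or 0.05 in the deposited values), with 0 of 12 genes past 2-fold. *Hoxa5* and *Hoxb2* were 1.04 and 1.01 higher, and *Hoxb5* at least 1.58. The endoderm genes *Gata4*, *Dab2*, *Amn* and *Cubn* were 1.44, 1.48, 1.31 and at least 2.62 higher, and the mean of the *Dab2* probes gave 0.96. RA targets had a median of 0.04 (percentile 46.4), which turned to -0.35 (percentile 0.3) at a detection signal of 100 and to -0.06 (percentile 46.8) with the median of all probes as the scale. The pluripotency list had 0.15 (percentile 97.1, or 80.8 in the deposited values as they stand and 99.2 with the mean of each gene's probes). *Rarb* was at -1.66.
Cardiac and smooth muscle genes were higher with R8 than with C on DoD 36, as the list median of 1.08 and *Myl2* show. The lowest list median over the scalings run was 0.72. These scalings moved the median of the probes detected on both arrays only from -0.43 to 0.13, against -0.18 in the main setting. That is too little to bring a list median of 1.08 to 0, so the test could hardly have ended otherwise. It shows only that the scalings run do not remove the difference. A candidate explanation is that the R8 cultures held more heart muscle cells. Of a second list of heart muscle genes, written before it was looked at, 3 of 9 measured genes were at least 2-fold higher with R8, *Cox6a2* (2.22), *Smyd1* (1.08, or 0.45 with the mean of its probes) and *Casq2* (at least 1.33). The abundant *Myl3* was not, with a signal of 9530.1 against 10323.1 in C, so heart muscle cells in the R8 cultures stay open as an explanation.
*Fbxw5*, an F-box protein gene, had signals of 1810.4, 1858.9 and 1793.5 with R9, R8 and R7 on DoD 8 and 40.5 with C. It had 1730.6 on DoD 0 and 96.4 on DoD 2, and 275.0, 391.8 and 2965.1 with C, R8 and R7 on DoD 36. A fault of 1 probe may account for this, and it cannot be told apart from a change of the gene, because the array has 1 *Fbxw5* probe and the number of other probes with a difference was 0. An effect of RA at each dose stays open as well, untested.
The number of probes at least 2-fold from DoD 0 was 17176. Noise of dim probes as its whole cause was argued against, since 2663 of them, 15.5%, reached no signal of 100 on any array. The late stage may account for part of it, since 8317 of them, 48.4%, differed on DoD 36 arrays only, and this share cannot be told apart from a general spread over stages.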
